# B-cell acute lymphoblastic leukemia promotes an immune suppressive microenvironment that can be overcome by IL-12

**DOI:** 10.1038/s41598-022-16152-z

**Published:** 2022-07-13

**Authors:** Rae Hunter, Kathleen J. Imbach, Chengjing Zhou, Jodi Dougan, Jamie A. G. Hamilton, Kevin Z. Chen, Priscilla Do, Ashley Townsel, Greg Gibson, Erik C. Dreaden, Edmund K. Waller, Karmella A. Haynes, Curtis J. Henry, Christopher C. Porter

**Keywords:** Acute lymphocytic leukaemia, Immune evasion, Cancer microenvironment

## Abstract

Immunotherapies have revolutionized the treatment of B-cell acute lymphoblastic leukemia (B-ALL), but the duration of responses is still sub-optimal. We sought to identify mechanisms of immune suppression in B-ALL and strategies to overcome them. Plasma collected from children with B-ALL with measurable residual disease after induction chemotherapy showed differential cytokine expression, particularly IL-7, while single-cell RNA-sequencing revealed the expression of genes associated with immune exhaustion in immune cell subsets. We also found that the supernatant of leukemia cells suppressed T-cell function ex vivo. Modeling B-ALL in mice, we observed an altered tumor immune microenvironment, including compromised activation of T-cells and dendritic cells (DC). However, recombinant IL-12 (rIL-12) treatment of mice with B-ALL restored the levels of several pro-inflammatory cytokines and chemokines in the bone marrow and increased the number of splenic and bone marrow resident T-cells and DCs. RNA-sequencing of T-cells isolated from vehicle and rIL-12 treated mice with B-ALL revealed that the leukemia-induced increase in genes associated with exhaustion, including *Lag3*, *Tigit,* and *Il10,* was abrogated with rIL-12 treatment. In addition, the cytolytic capacity of T-cells co-cultured with B-ALL cells was enhanced when IL-12 and blinatumomab treatments were combined. Overall, these results demonstrate that the leukemia immune suppressive microenvironment can be restored with rIL-12 treatment which has direct therapeutic implications.

## Introduction

Acute lymphoblastic leukemia (ALL) is the most common cancer in children and remains a leading cause of illness related death^1^, primarily related to relapsed disease. Current treatment strategies include highly toxic chemotherapy delivered at the cusp of tolerability^2^. Engaging the immune system using chimeric antigen receptor (CAR) expressing T-cells or the bispecific antibody blinatumomab, is highly effective at inducing responses and has revolutionized treatment of relapsed disease. But both strategies have considerable limitations, most importantly sub-optimal duration of response^3,4^, highlighting the limitations of current strategies.

The development and progression of leukemia is, in part, due to the ability of the leukemia cells to evade immune elimination. Although some mechanisms of immune evasion are similar in both hematological and solid cancers, leukemia and lymphoma have unique methods of evading the immune system^5,6^. Leukemia is known to alter the cellular and soluble composition of the BM^7–11^. Lack of antigen presentation and processing have been shown to contribute to the regulation of immune-cell tolerance in hematological malignancies^5,6^. Further, overexpression of PD-L1 co-inhibitory ligand on leukemia cells and changes in both immunostimulatory and immune suppressive cytokines have been shown to inhibit cytotoxic T-cells that are significant for clearance of leukemia^12–14^. Nonetheless, how leukemia cells evade the immune system remains incompletely understood.

Thus, we sought to better understand the molecular and cellular mechanisms of leukemia cell-mediated immune evasion. We first defined the tumor immune microenvironment in children with B-ALL by measuring circulating cytokines at the time of diagnosis, as well as single-cell RNA sequencing of non-leukemia cells. We observed differential cytokine expression in those with and without measurable residual disease (MRD) after induction chemotherapy and a gene expression profile consistent with immune exhaustion in those with MRD. Modelling T-cell function ex vivo, we observed a reduction in T-cell activation markers, CD44 and CD107a, on effector T-cells cultured in supernatant from human and murine B-ALL cell lines. We found further evidence of leukemia-induced immune suppression in a murine model of B-ALL that closely resembles human disease. Treating leukemia-bearing mice with rIL-12 restored T-cell numbers in the BM, consistent with our previous findings^15^. Furthermore, the number and activation state of dendritic cells (DCs) was also increased with rIL-12 treatment. In addition, rIL-12 treatment also altered levels of immunostimulatory cytokines and chemokines in the bone marrow. With targeted RNA-sequencing, we found upregulation of immune exhaustion genes in T-cells, including *Lag3*, *Tigit*, and *Il10,* in mice with leukemia compared to those without. Lastly, to determine the clinical implications of our findings, we determined if rIL-12 treatment impacted the efficacy of the immunotherapy, blinatumomab. In these studies, we found that B-ALL conditioned media attenuated the cytolytic capacity of T-cells when co-cultured with leukemia cells in the presence of blinatumomab, whereas treatment with rIL12 augmented the efficacy of blinatumomab in this condition. Together, these data provide mechanistic insight into B-ALL induced immunosuppression and highlight the therapeutic potential of IL-12 as a novel treatment for this disease.

## Materials and methods

### Single Cell RNA-sequencing

Peripheral blood or bone marrow from de-identified children with B-ALL was collected at the time of diagnosis after informed consent for biobanking. All experiments using human samples were approved by the Emory University Institutional Review Board (IRB# 00,034,535 and 00,089,506), in accordance with relevant guidelines and regulations. All samples were collected after informed consent of the subject or their parent/legal guardian. Frozen, Ficoll-separated samples from 4 children with MRD and 3 without MRD were available for analysis. Samples were sorted by flow cytometry for CD19^+^CD10^+^ lymphoblasts or CD45^+^CD19^neg^CD10^neg^ non-leukemia cells. The transcript data was processed using the Seurat package in R® statistical software. Quality control was implemented on the samples to retain cells only with transcripts for more than 200 unique genes and less than 30% mitochondrial contribution. All samples, both leukemic and nonleukemic, were then combined into one data object to ensure that flow cytometry had effectively separated malignant cells from peripheral immune cells^16,17^. The combined data object was log-normalized and scaled using the most highly variable genes in the dataset. Principal component analysis (PCA) was performed, and Shared Nearest Neighbor (SNN) analysis was implemented in Seurat’s FindNeighbors function, followed by a Uniform Manifold Approximation and Projection (UMAP) dimensional reduction technique, both using a dimensions parameter of 1:35. Finally, a UMAP plot was constructed, and clusters were visually separated. The groups of putative non-leukemia cells that mapped with the leukemia clusters were relabeled to reflect their true malignant identities. The few leukemia cells that mapped to the immune cell regions were omitted from downstream analyses. Once the cells were labeled to reflect their true malignancy states, analyses of non-leukemia and leukemia cell populations were performed separately. A total of 18,974 single cells were retained for further analysis: 5,906 nonleukemic immune cells and 13,068 leukemic cells (10X Genomics). Two methods were used to assign each cell a score based on their expression of exhaustion-specific marker genes. The first was calculated by totaling the normalized expression values for each of the exhaustion genes for each cell. The second resulted from the summed raw number of exhaustion gene transcripts per cell, normalized by the total transcripts per cell. In each case, the distribution of scores across all cells was assessed, and cells having upper-outlier score values in the two distributions were noted and labeled as highly exhausted cells. Genes included in the exhaustion score were *PDCD1, CTLA4, HAVCR2, TIGIT, TOX, LAG3, NFATC1, NFATC2, NR4A1, TOX2, TCF7, CD244, CD160,* and *ICOS*^18^.

### Mice

C57BL/6, and Rag1^-/-^ (B6.129S7-Rag1tm1Mom/J) mice were housed in microisolators in standard conditions at Emory University (Atlanta, GA). All experimental protocols and methods reported here have been carried out in accordance with rules on animal welfare and regulations under the ethical approval by Emory University Institutional Animal Care and Use Committee (IACUC). Animal studies were designed, executed and reported consistent with ARRIVE guidelines.

### Leukemia model

The luciferase-expressing, BCR-ABL1 Arf^-/-^ B-ALL cell line was originally provided by Dr. Richard Williams (St. Jude Children's Research Hospital, Memphis, TN)^19,20^. Cells were transduced with MSCV-iresGFP and sorted for GFP expression for some experiments. For in vivo experiments, a total of 2 × 10^5^ cells were transferred via tail vein injection into unirradiated, 6- to 8-week-old, female, wild-type (WT) C57BL/6 mice, with 3 mice per group (mice were randomly allocated to groups of mice without leukemia, vehicle treated mice with leukemia and rIL12 treated mice with leukemia). After intraperitoneal injection of luciferin and anesthesia with inhaled isoflurane, leukemia burden was measured by the In Vivo Imaging System (IVIS; Perkin Elmer). Mice were removed from the study and euthanized (per IACUC approved procedures) when ill-appearing or the luciferase signal exceeded 10^8^ photons/second, unless otherwise specified. Recombinant murine IL12-p70 was purchased from PeproTech and administered, unblinded, by intraperitoneal injection (1 μg/dose) daily for 5 days, beginning 3 days after leukemia transfer.

### Ex vivo leukemia cell culture

REH, RCH-ACV1 and NALM6 cell lines were acquired from ATCC. Leukemia cell lines were cultured in RPMI medium + 10% FBS + 1% penicillin/streptomycin + 0.1% 2-ME in a 37 °C incubator. Cells were plated at 0.5–2 × 10^5^ cells/ml and split every 48–72 h. For B-ALL supernatant collection, leukemia cells were plated at 5 × 10^5^ cells/ml and cultured for 24 h before collection of supernatant. Normal B-cell supernatant was collected after CD19^+^ cells were negatively selected from PBMCs via magnetic separation (Miltenyi Biotech, CD19 Microbeads, Cat#130–050-301) and incubated for 24 h with 5 ug/mL IgM (Abcam).

### T-cell activation and cytotoxicity assay

Human PBMCs were isolated from de-identified, normal donor buffy coats purchased from ZenBio (Durham, NC) or the Clinical and Translational Discovery Core (CTDC) at Children’s Healthcare of Atlanta using a Ficoll-density gradient. CD3^+^ T-cells were positively selected from PBMCs via magnetic separation (Miltenyi Biotech, CD3 Microbeads, Cat#130–050-101). T-cell purity was assessed at > 90% CD3^+^ of live cells, and the cells were cryopreserved. Cells were cultured in RPMI (10% FBS, 100 U/mL penicillin, 100 μg/mL streptomycin) at 37 °C, 5% CO2 unless otherwise specified. For T-cell activation experiments, CD3^+^ T-cells were stained with tracking dye CellTrace Yellow (ThermoFisher) prior to culture. After rest, T- cells were then plated in a 96-well u-bottom plate at 3.5 × 10^5^ cells/well. Plated cells were then stimulated with either stimulation cocktail (eBioscience) or Dynabeads™ Human T-Activator CD3/CD28 (ThermoFisher). On day 2 of culture, cells were harvested, and magnetic beads removed. Cells were then stained with CD44 APC (IM7, eBioscience), CD107a Pe-Cy5 (H4A3, BioLegend), and Live Dead Violet (Invitrogen) for 15 min in 4° in the dark. Cells were then washed twice with FACS buffer. For cytotoxicity experiments, Nalm-6 and CD3^+^ T-cells were stained with tracking dyes CellTrace Violet (Thermo) and CellTrace Yellow (Thermo), respectively, prior to culture. Nalm6 cells were then plated in a 96-well u-bottom plate at a 1:1 E:T ratio in RPMI-1640 (10% FBS) or Nalm6 supernatant and treated with vehicle (PBS) or 0.5 ng/mL-1 ng/mL blinatumomab (Invivogen, bimab-hcd19cd3) and/or 5–20 ng/mL rIL-12p70 (PeproTech) for 72 h. The cells were then prepared for flow cytometry. Live/Dead APC dye (Invitrogen) used to identify dead Nalm-6 cells.

Murine T-cells were obtained from splenocytes of C57BL/6 mice using EasySep™ Mouse T-cell Isolation kit (STEMCELL Technologies) or CD4/CD8 Microbeads (Miltenyi Biotech). CD3^+^ T-cells were stained with tracking dye CellTrace Yellow (ThermoFisher) prior to culture. After rest, T-cells were then plated in a 96-well u-bottom plate at 1 × 10^6^ cells/well. Plated cells were then stimulated with either stimulation cocktail (eBioscience) or murine Dynabeads™ Mouse T-Activator CD3/CD28 (ThermoFisher). On day 2 of culture, cells were harvested, the magnetic beads were removed, and cells were stained for flow cytometry.

### Flow cytometry

Samples were collected on the Cytek Aurora or Cytoflex flow cytometer (Beckman Coulter) and analyzed using FlowJo software (Tree Star). Gating strategies are shown in Supplemental Fig. 1A, B. Murine bone marrow samples from in vivo and in vitro experiments were acquired and stained using the following antibodies: anti–mouse CD16/32 (2.4G2; Fc block) from BD Biosciences; anti-mouse CD107b Alexa Fluor^®^ 647 (M3/84), CD8a BV510 (SK1), CD3ε Alexa Fluor^®^ 700 (500A2), CD11c APC (N418), CD4 APC/Fire™ 810 (GK1.5), CD127 Brilliant Violet 421™ (A7R34), CD80 Brilliant Violet 510™ (16-10A1), Ly-6C Brilliant Violet 570™ (HK1.4), CD86 Brilliant Violet 605™ (GL-1), Brilliant CD107a Violet 711™ (1D4B), CD11b Brilliant Violet 750™(M1/70), CD62L Brilliant Violet 785™ MEL-12), CD45R/B220 Pacific Blue™ (RA3-6B2), CD279 PE anti-mouse (29F.1A12), CD274 PE/Cyanine7(10F.9G2), Ly-6G PE/Dazzle™ 594 (1A8), KLRG1 PE/Dazzle™ 594 (2F1/KLRG1), CD44 PerCP/Cyanine5.5 (IM7), CD107b BV650 (CD8a Spark Blue™ 550 (53–6.7), Zombie NIR™ Fixable Viability Kit, all from BioLegend; anti–mouse MHC Class II (I-A/I-E) PerCP-eFluor 710 (M5/114.15.2), TIGIT PE/Dazzle™ 594 (1G9), LAG3 Brilliant Violet 650™(11C3C65), CD44 APC (IM7), all from eBioscience; CD107b APC-Vio770 (M3/84) from Miltenyi Biotec. Primary human T-cells were stained for purity post-isolation using anti-CD3 (OKT3, BioLegend), and Near IR Live/dead stain (Invitrogen).

**Figure 1:**
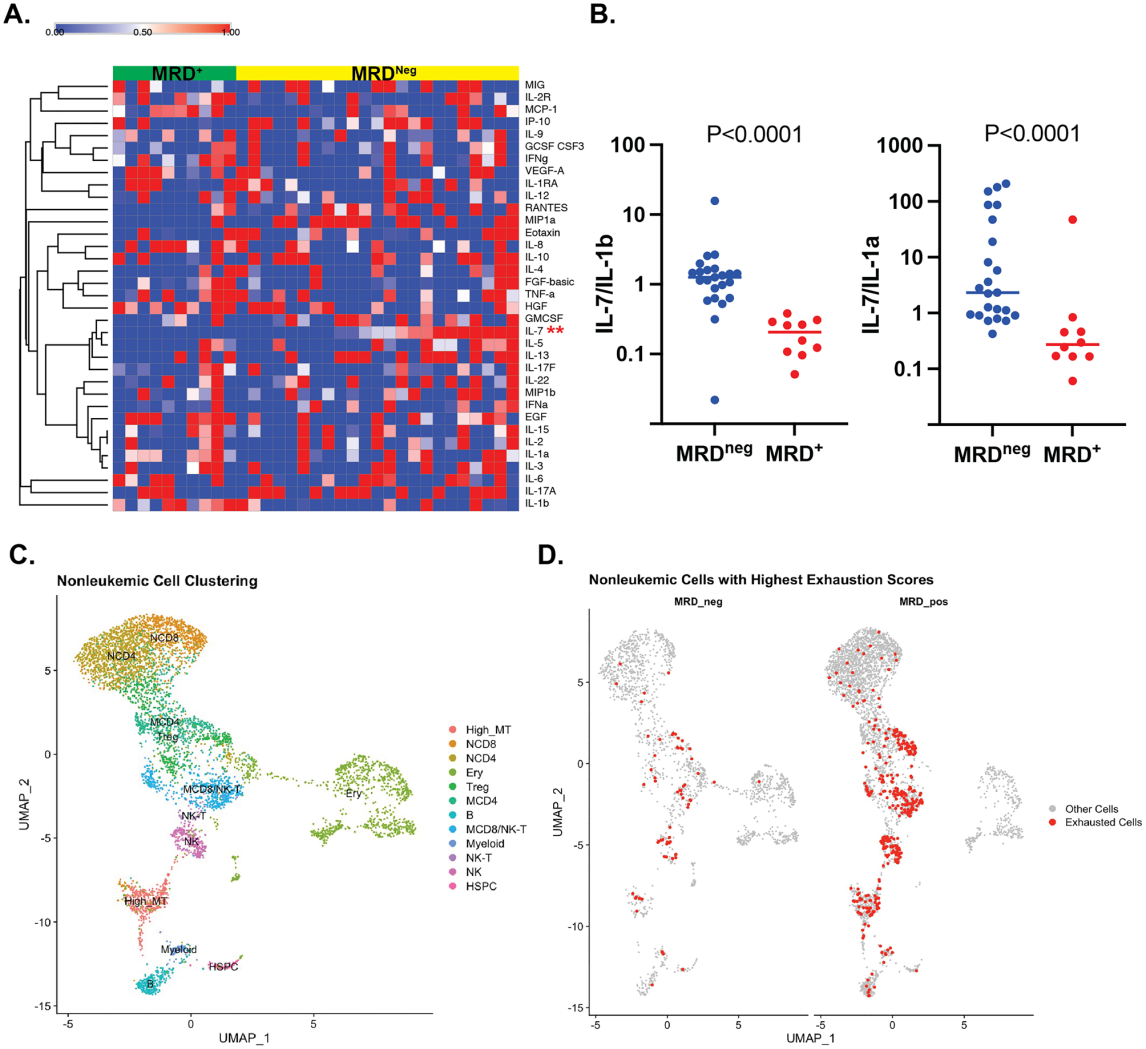
B-cell ALL alters the immune microenvironment. (**A**) Cytokines were measured via Luminex from the plasma of peripheral blood of children with B-ALL at the time of diagnosis. Cytokines are depicted in the heatmap relative to the median with supervised hierarchical clustering by residual disease at the end of induction chemotherapy (**P < 0.001 t test; FDR q value = 0.002; two-stage step up (Benjamini, Krieger & Yekutieli)). (**B**) The ratio of IL-7 to IL-1a and IL-1b is depicted (Mann Whitney test). (**C**) Dimensional reduction of non-leukemia cell populations using UMAP with cells colored and labeled by immune cell assignment. (**D**) Non-leukemia cells UMAP plot, split by disease outcome, with high exhaustion-scoring cells highlighted with high exhaustion scores in several cell populations including mature CD8 (MCD8) T-cells and natural killer T-cells (NK-T). Pearson's Chi-squared test with Yates' continuity correction used for statistical analysis demonstrates association of cells with high exhaustion score and MRD at end of induction chemotherapy (*p*-value < 5.2e-13).

### Cytokine ELISAs and luminex assays

Plasma from children with B-ALL was analyzed for cytokine and chemokine concentrations using the Cytokine 35-Plex Human Panel (ThermoFisher) for the Luminex platform. Supernatant acquired from T-cells cultured in vitro at a cell density of 1 × 10^6^ cells/well (murine) or 3.5 × 10^5^ cells/well (human) were collected after 48 h. The concentration of interferon-gamma (IFN- γ) in the supernatants was determined using either the mouse or human IFN-γ ELISA kit (RayBiotech; cat no. ELH-IFNg-1) per the manufacturer’s instructions. Absorbance at 450 nm was recorded using the Synergy 2 multi-mode microplate reader (Biotek). Murine bone marrow supernatant was harvested on day 7 post-engraftment from WT mice treated with rIL-12p70 or untreated for 5 days. Bone marrow serum was acquired in 0.5% BSA in PBS at 500 µl was analyzed by Eve Technologies (Calgary, AB, Canada) utilizing mouse cytokine and chemokine array 44-plex at onefold dilution.

### Quantitative gene expression analysis

Mouse bone marrow and spleen was harvested seven days after transplantation of luciferase–expressing BCR-ABL1^+^ B-ALL cells transduced with GFP. Pan-T-cell kit (Miltenyi Biotec) was used to isolate murine T-cells from the bone marrow of mice. RNA isolation and sequencing was performed by the Integrated Genomics Core at Emory University using nCounter® Immune Exhaustion Panel (nanoString, Seattle, WA) that profiles 785 genes across 47 pathways. Data was normalized using Nsolver database and log10 fold change was assessed for heat map generation. Protein–protein interaction (Ppi) differences were imported from STRING (https://string-db.org/) into Cytoscape using the list of Uniprot IDs (crosschecked with STRING as needed).

### Statistical analysis

Most statistical analyses were performed using GraphPad Prism software. Statistical significance between two groups was determined by a Student’s t-test, while ANOVA with Tukey multiple comparison test was used to test significance between three or more groups. Error bars in figures represent the SD and may be obscured when narrow. Animal experiments included at least 3 mice/group, and data from all mice are included. To minimize animal use, in vivo experiments were repeated only once. A false discovery rate (FDR) with adjusted *p*-value of 0.05 was used to generate volcano plots. Gene ontology data was generated based on at least two-fold up- or down- regulation compared to the no leukemia control, and *p*-value < 0.05. Heatmaps and hierarchical clustering were generated using Morpheus (https://software.broadinstitute.org/morpheus). The datasets generated are available in the NCBI GEO data repository (GSE198519).

## Results

### Changes in the immune microenvironment of B-ALL at the time of diagnosis are associated with MRD

The immune microenvironment is both influenced by and influences the development of B-ALL^7–11^. As MRD at the end of induction chemotherapy is the strongest predictor of relapse in children with B-ALL^2^, we sought to compare the immune microenvironment at the time of diagnosis in those with and without MRD. We first measured a panel of cytokines and chemokines in the plasma in children with B-ALL. After correction for multiple comparisons, among the analytes measured and reliably detected, only IL-7 was detected at different levels, with higher levels in those without MRD (Fig. 1A). In addition, the ratio of IL-7 to both IL-1α and IL-1β was significantly higher in those without MRD (Fig. 1B).

To determine the impact of MRD on the cellular immune microenvironment, we focused analyses of single-cell RNA-sequencing (scRNA-seq) on non-malignant immune cells derived from pediatric patients with B-ALL. Cells were clustered based on the expression of genes associated with specific hematopoietic subsets (Fig. 1C). Among, the defined subsets, only the erythroid precursor population was significantly associated with outcome, with greater percentages of erythroid precursors in those without MRD (38.7% vs. 7.3%, *P* < 0.0001, 2-way ANOVA with Sidak’s multiple comparison test). We next focused on genes involved in immune exhaustion and identified more cells with high immune exhaustion scores in those with MRD at the end of induction therapy, including T-cells and natural killer (NK) cells, which are important for eradicating leukemia cells (Fig. 1D). These results demonstrate that the presence of residual disease coincides with immune dysfunction at the time of diagnosis, notably cytotoxic cells with exhausted gene expression signatures.

### The B-ALL secretome suppresses T-cell activation

Based on these results, we next determined how B-ALL cells directly impact T-cell activation. Human CD3^+^ T-cells were stimulated in vitro with either anti-CD3/CD28 and cultured in unconditioned media or conditioned media derived from the supernatants of Nalm-6, REH, or RCH-AcV human B-ALL cell lines. Human T-cells stimulated in B-ALL supernatants expressed significantly lower levels of surface markers associated with T-cell activation including CD44 (which plays a role in T-cell adhesion^21^) and CD107a (a lysosomal protein transported to the T-cell surface during the degranulation of cytolytic content^22,23^; Fig. 2A). Similarly, the activation of murine T-cells was suppressed by the B-ALL secretome, resulting in lower surface expression of CD44 and CD107b expression (another surface marker of degranulation^24^; Fig. 2B). Notably, supernatant from stimulated normal B-cells did not suppress T-cell activation (Supplemental Fig. 2), indicating this characteristic is specific to transformed cells. In addition to the suppression of surface proteins associated with T-cell activation, the production of effector cytokines by human CD3^+^ T-cells, notably IFN-γ, was significantly inhibited by B-ALL secreted factors (Fig. 2C). These data supported our scRNA-seq results demonstrating that T-cell suppression occurs in the B-ALL microenvironment and provided direct evidence that the B-ALL secretome potently suppresses T-cell effector function.

**Figure 2:**
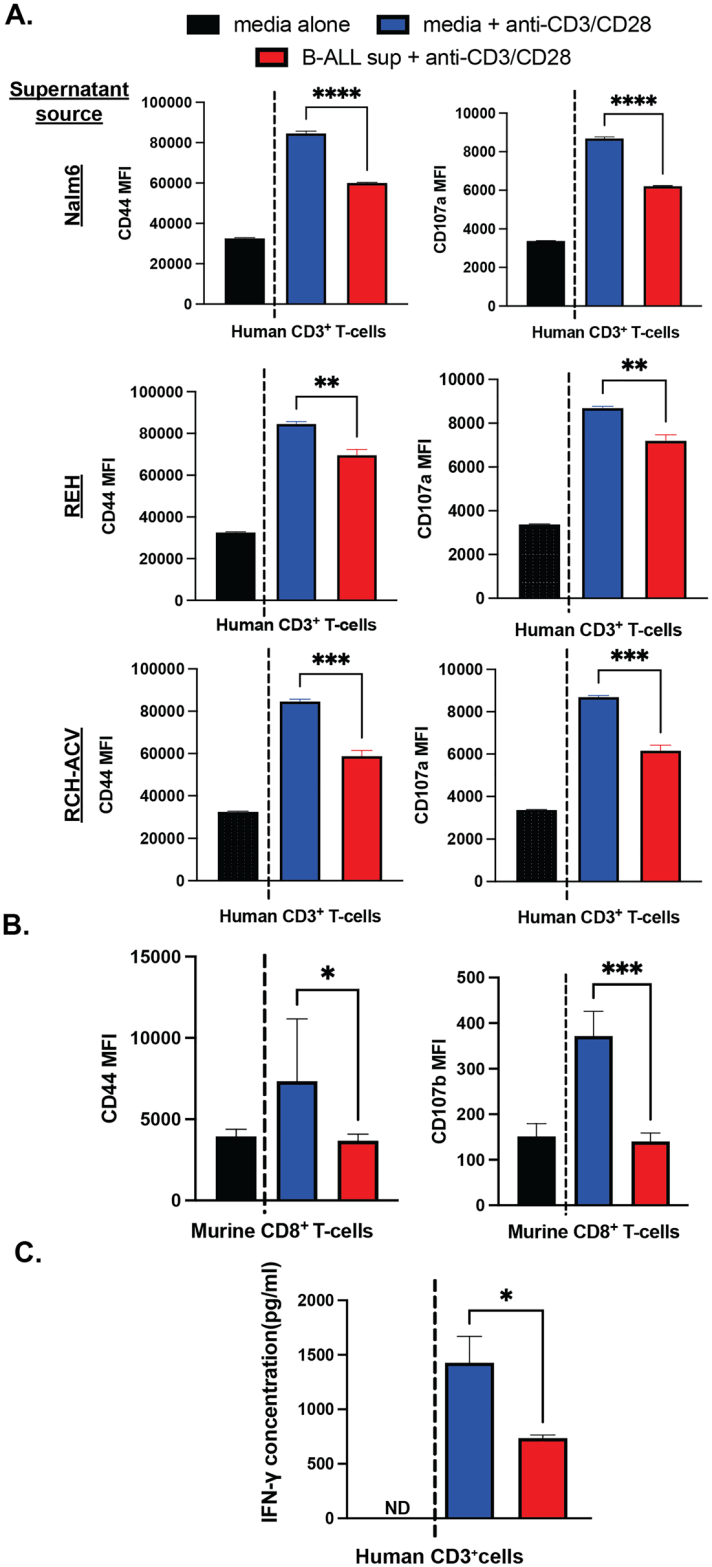
The B-ALL secretome suppresses T-cell activation*.* (**A**) CD3^+^ human T-cells stimulated ex vivo with CD3/CD28 antibodies were co-cultured in either Nalm6, REH or Rch-Acv supernatant for 48 h and analyzed via flow cytometry. Graphs depict mean fluorescence intensity (MFI) for CD44 (left) and CD107a (right) antibodies (*n* = 2 independent experiments; *P < 0.05; **P < 0.01; ****P < 0.0001, ANOVA with Tukey multiple comparisons test) (**B**) Murine splenocytes were stimulated ex vivo with CD3/CD28 antibodies and cultured with B-ALL supernatant (Nalm6) and analyzed by flow cytometry (*n* = 3 independent experiments; *P < 0.05; **P < 0.01; ****P < 0.0001, ANOVA with Tukey multiple comparisons test). (**C**) ELISA for IFN-γ from supernatant of human T-cells cultured in B-ALL conditioned media.

### B-ALL induces cellular changes in the B-ALL microenvironment that can be normalized by IL-12

To model immune microenvironment changes in vivo, we used a well-characterized mouse leukemia, driven by BCR-ABL1, that rapidly engrafts and progresses lethally in non-irradiated, immune competent recipients^19,20^. With this model, we previously demonstrated that IL-12 promotes T-cell dependent immune clearance of leukemia and prolongs survival. Furthermore, we demonstrated that protection correlated with changes in T-cell subset numbers in the bone marrow^15^. When BM cells were harvested from mice 7 days after engraftment of leukemia cells, we found alterations in the number and activation state of several immune cell populations. Similar to previous observations in humans^7^, the most consistent leukemia-induced changes in the immune microenvironment were in the myeloid compartment (Fig. 3A). Specifically, we observed significant reductions in the total number of conventional (CD11c^+^CD11b^+^) and plasmacytoid (CD11c^+^B220^+^) dendritic cells. Treatment of the mice with leukemia using recombinant IL-12p70 (rIL-12) restored the numbers of these cells and enhanced the activation state of both conventional and plasmacytoid DCs, which expressed higher surface levels of T-cell costimulatory molecules (CD80 and CD86) and MHC class II molecules which present antigens to CD4^+^ T-cells (Fig. 3A). In addition, mice with leukemia had changes in the T-cell compartment, with higher proportions of CD4^+^ cells and lower proportions of CD8^+^ cells (Fig. 3B). However, treatment with rIL-12 increased the percentage of T-cells in the bone marrow, such that the number of T-cells was restored, as was the ratio of CD8^+^/CD4^+^ cells (Fig. 3B). As before, rIL-12 treatment of B-ALL-bearing mice significantly reduced leukemia burden at day 10 post-transplantation of leukemia cells (Supplemental Fig. 3). Together, these data demonstrate extensive remodeling of the cellular tumor immune microenvironment in response to leukemia, which can be normalized to some extent by treatment with rIL-12, perhaps by heightened T-cell priming capacities by resident DC subsets.

**Figure 3:**
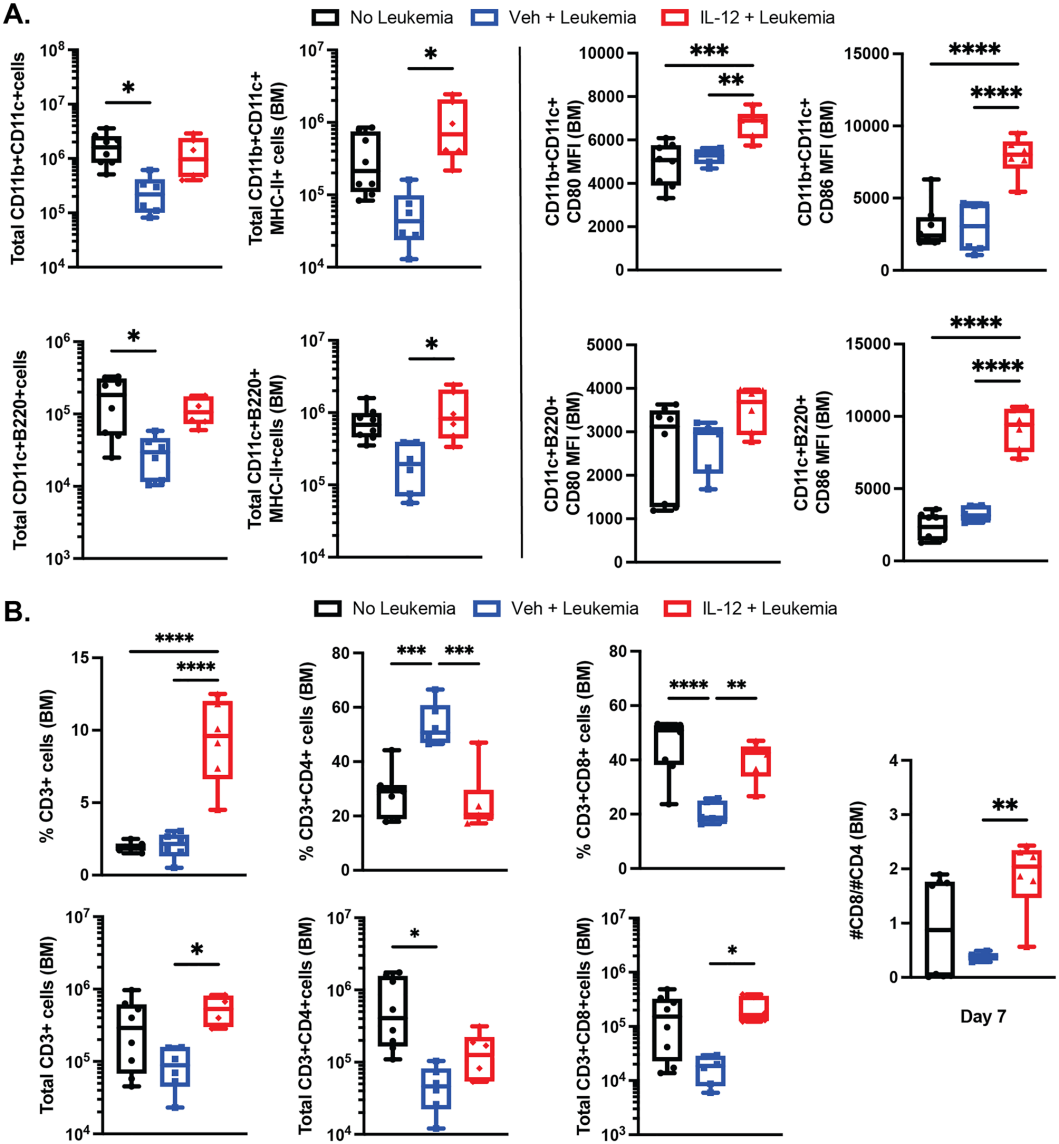
B-ALL induces cellular changes in the B-ALL microenvironment that can be normalized by IL-12. Parental BCR-ABL1^+^/Arf^−/−^ leukemia cells were injected into unirradiated WT recipients. On day 3, treatment with either rIL12 or BSA was begun (1 μg/dose, intraperitoneal, on days 3–7, 10–12); *n* = 6/group from two independent experiments). (**A**) Total CD11b^+^CD11c^+^ cells and CD11c^+^B220^+^ cells, as well as total MHCII^+^ cells and CD86 and CD80 mean fluorescence intensity (MFI) of each cell population, respectively. (**B**) The percentage (top) and total number (bottom) of specified T-cell populations in the bone marrow. The ratio of the number of CD8 to CD4 cells is also shown (right). (ANOVA with Tukey multiple comparison test).

### IL-12 treatment of B-ALL bearing mice creates an immunostimulatory soluble milieu in the bone marrow

We next sought to determine the extent to which leukemia alters immune signaling systems in the bone marrow, as well as changes induced by rIL-12. To this end, we performed a multiplexed cytokine/chemokine assay from supernatant collected from the bone marrow 7 days after engraftment of leukemia. After excluding analytes that were not reliably detected, scaling for batch effects, and correcting for multiple comparisons, a few notable patterns of differential cytokine levels were of interest (Fig. 4A). First, was a set of cytokines/chemokines that was altered based on the presence of leukemia (Fig. 4B). Second was a set of analytes with differential levels due to leukemia but normalized by IL-12 (Fig. 4C). The most dramatic differences were seen in proinflammatory cytokines induced by rIL-12, including IFN-γ (Fig. 4D), consistent with a robust immune response to the leukemia cells. These results demonstrate that rIL-12 treatment of leukemia-bearing mice may augment anti-leukemia immunity by promoting an immunostimulatory cytokine/chemokine milieu.

**Figure 4:**
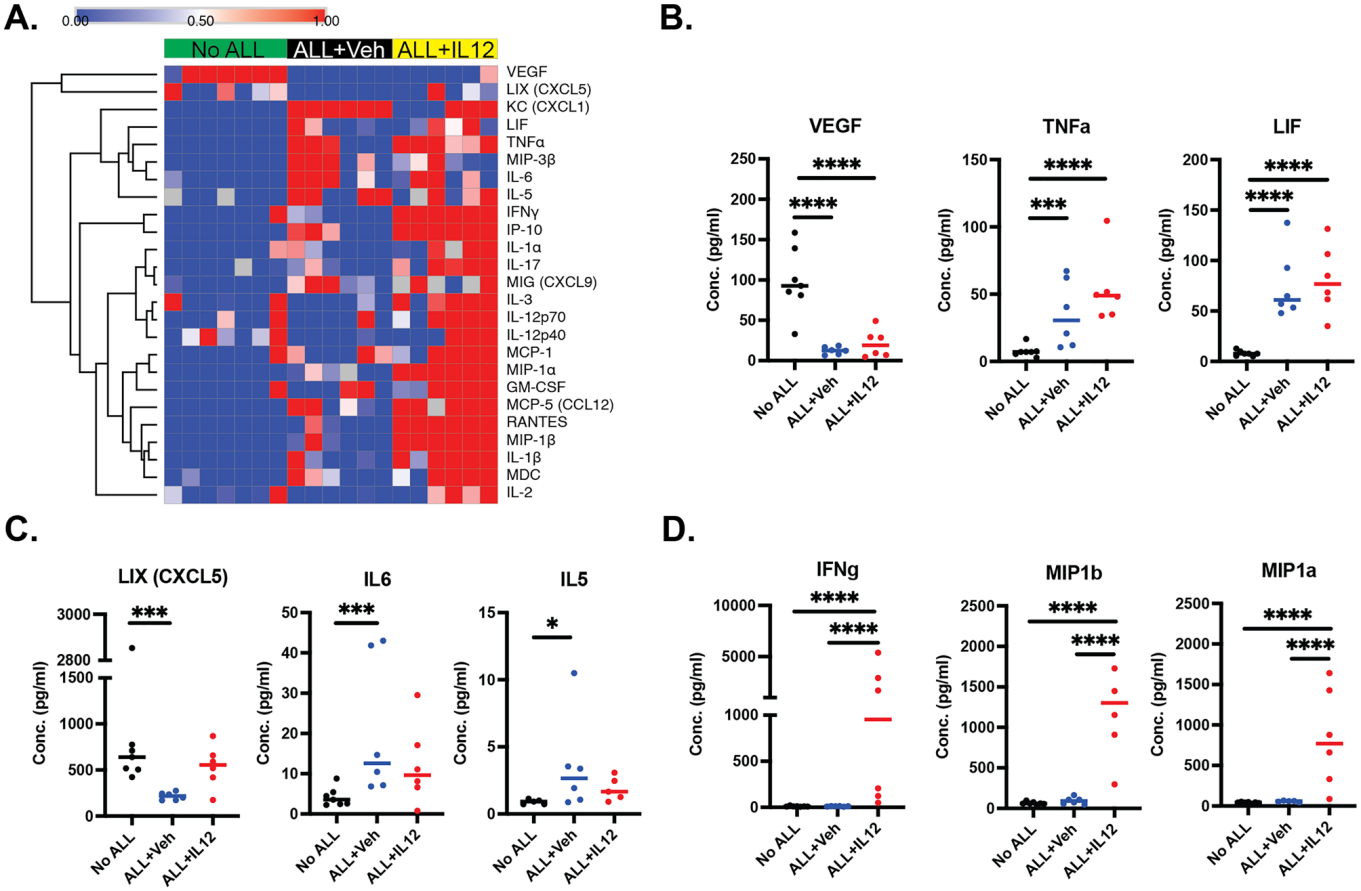
IL-12 treatment of B-ALL bearing mice creates an immunostimulatory soluble milieu in the bone marrow. (**A**) Luminex assay was used to measure cytokines and chemokines levels in the bone marrow of control and rIL-12 treated WT mice at day 7 (*n* = 6 mice/group). The heatmap shows concentrations relative to the median with supervised hierarchical clustering by treatment condition. (**B**) Cytokines with altered concentrations attributed to leukemia. (**C**) Cytokines/chemokines with altered concentrations due to leukemia and normalized with IL-12. (**D**) Cytokines/chemokines altered due to IL-12. (*P < 0.05; **P < 0.01; ****P < 0.0001, ANOVA with Tukey multiple comparisons test).

### Genes associated with T-cell exhaustion are induced in B-ALL-bearing mice

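T-cells were isolated at day 7 from the bone marrow of 9 wild-type mice, of which 3 had no leukemia, 3 were vehicle treated mice with leukemia and 3 were rIL-12 treated mice with leukemia. Leukemia followed injection of 200000 BCR-ABL1+ Arf−/− B-ALL cells, and rIL-12 was given at 1 µg per dose from day 3. The paper describes BSA as the vehicle, while the sample labels list the same mice with leukemia as untreated. RNA was measured with the nCounter Mouse Immune Exhaustion panel, which counts single RNA molecules through color-coded probes that hybridize to them, without amplification, so each value is a number of counted barcodes for 1 probe in 1 mouse. The authors deposited these counts for 785 probes before any normalization, and the nSolver normalization described in the methods is not part of the values. The total count was 467447, 478670 and 478865 in the 3 mice without leukemia, 486628, 548385 and 257613 in the vehicle treated mice, and 625318, 711748 and 500764 in the rIL-12 treated mice. Mouse 3 of the vehicle group therefore had the lowest depth. No probe had a count of 0 in any mouse, and the lowest count of any probe was between 5 and 16 per mouse. A probe for a viral gene that is absent from the mouse genome gave 53 to 114 counts per mouse with a mean of 91. The mean count of 252 probes was at or below that level, where background can be part of the value. Since other probes had far lower counts, this 1 probe may overstate the background. Probe identifiers were matched to gene symbols for 751 of the 785 probes and not for 34, so Trdc, Tcf7 and Trbc1/2, which Fig. 5A labels, have no value here. Counts were scaled between mice with edgeR's TMM method and tested with edgeR's quasi-likelihood test, with all 9 mice in 1 model so that the 3 groups shared an estimate of the spread. Differentially expressed genes were those with a Benjamini-Hochberg adjusted p under 0.05 and at least a 1.5-fold change, the fold change given in the legend of Fig. 5. Replicate mice differed by more than counting error, with a chi-square per degree of freedom between 5.54 and 60.0 for pairs of mice of 1 group.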

As we previously demonstrated that T-cells are essential for effective immune clearance of leukemia cells^15^, we sought to determine the molecular mechanisms of T-cell failure and success by performing targeted gene expression profiles of T-cells from the leukemia immune microenvironment. T-cell populations from vehicle treated mice with leukemia exhibited significant upregulation of genes associated with immune exhaustion, such as *Lag3, Tigit* and *Il10*, as well as *Ms4a2*, an immune suppressive gene expressed by T-regulatory cells^25^. However, these genes were not as highly expressed in T-cells from rIL-12 treated mice with leukemia (Fig. 5A,B). 

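Compared with mice without leukemia, vehicle treated mice with leukemia had 21 differentially expressed genes among the 785 probes, 10 higher and 11 lower. For all 21, the values of the 2 groups of mice did not overlap, which was the case for 177 of the 785 probes (22.5%) where chance gives 10%. The number rested on single mice. It was 0 without mouse 1 or mouse 3 of the mice without leukemia and 0 without mouse 3 of the vehicle group, where edgeR gave 61, 66 and 75 genes at an unadjusted p under 0.05 with the same fold change and DESeq2 called 19, 18 and 20. It was 2 without mouse 2 and 34 without mouse 1 of the vehicle group, and 42 without mouse 3 of the rIL-12 treated group. When the model held only these 2 groups it was 63, and when the counts were scaled by 11 housekeeping genes it was 3.

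Lag3, a coinhibitory receptor probed on transcript NM_008479.1, had 52.9 ± 17.8 normalized counts (SD, n = 3 mice) without leukemia and 224 ± 94.7 (SD, n = 3) in vehicle treated mice with leukemia, a log2 fold change of 2.07 with a standard error of 0.40. Its raw counts were 133 to 354 with vehicle, above the highest count of the viral probe. They were 38 to 72 without leukemia, under the mean of that probe, so background can be part of these values. Tigit, another coinhibitory receptor (NM_001146325.1), rose from 132 ± 41.7 to 395 ± 158 normalized counts, a log2 fold change of 1.57 (standard error 0.36). The cytokine gene Il10 (NM_010548.2) rose from 20.8 ± 1.78 to 80.7 ± 30.1, a log2 fold change of 1.91 (standard error 0.37). Raw counts of Il10 were 18 to 23 without leukemia, under the lowest count of the viral probe, and 48 to 123 with vehicle, across the range of that probe. Ms4a2, which encodes a chain of the IgE receptor (NM_001276330.1), rose from 150.2 ± 5.69 to 331 ± 50.1, a log2 fold change of 1.13 (standard error 0.19). Cpa3, which shares with Ms4a2 a list of mast cell and basophil genes and was chosen after its values were seen, was higher as well, with a log2 fold change of 0.94 (standard error 0.15). From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the adjusted p was 0.0187 for Lag3, 0.0331 for Tigit, 0.0187 for Il10, 0.0148 for Ms4a2 and 0.0110 for Cpa3. Each of the 3 vehicle treated mice lay above each of the 3 mice without leukemia for Lag3, Tigit, Il10 and Ms4a2 (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow). With each of the 9 mice left out in turn, the log2 fold change stayed between 1.72 and 2.34 for Lag3, 1.28 and 1.85 for Tigit, 1.59 and 2.16 for Il10, and 1.01 and 1.24 for Ms4a2. Without mouse 1 or mouse 3 of the mice without leukemia, or mouse 3 of the vehicle group, none of these 4 genes, nor Cpa3, passed the threshold on the adjusted p, and without mouse 2 of the vehicle group only Ms4a2 and Cpa3 of these did. Cpa3 also fell short of a 2-fold threshold. Scaling by housekeeping genes kept all 4 directions and left only Ms4a2 of the 4 past the threshold. Tigit also fell short of it with quantile normalization and with a filter on probes at background, chosen after seeing the data. The methods' t-test with adjusted p called none of the 785 probes and, at an unadjusted p under 0.05, 56 genes.

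**Figure D1:**
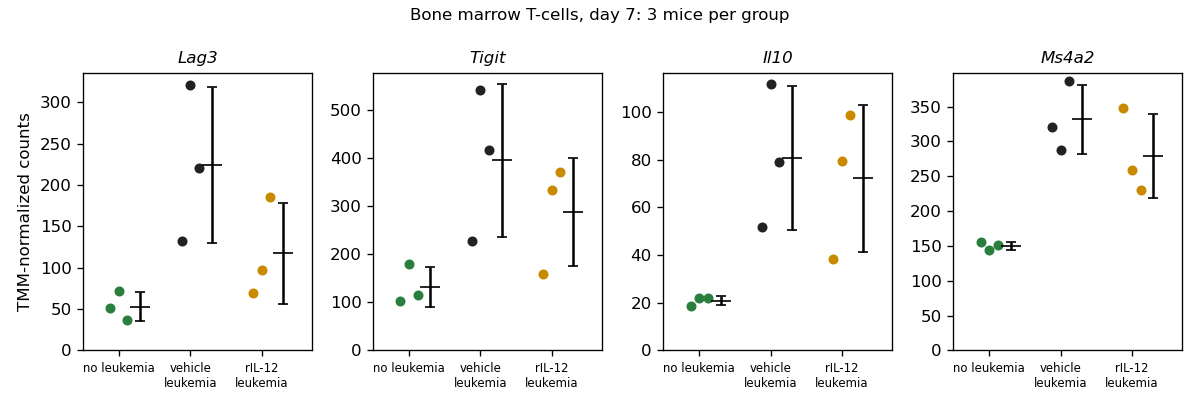
TMM-normalized counts of Lag3, Tigit, Il10 and Ms4a2 (vertical axes, counts starting at 0) in bone marrow T-cells at day 7, with 1 point per mouse for 3 mice without leukemia, 3 vehicle treated mice with leukemia and 3 rIL-12 treated mice with leukemia, and the mean ± SD as a bar at the right of each group. The vehicle treated mice lie above the mice without leukemia for each gene. The rIL-12 treated mice overlap the vehicle treated mice for each gene. The isolated cells also held RNA of myeloid marker genes, so a value need not come from T-cells alone.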

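In rIL-12 treated mice with leukemia, normalized counts were 118 ± 61.1 (SD, n = 3 mice) for Lag3, 288 ± 113 for Tigit, 72.1 ± 30.8 for Il10 and 279 ± 60.8 for Ms4a2. Relative to mice without leukemia these were log2 fold changes of 1.13 (standard error 0.40) for Lag3, 1.11 (0.36) for Tigit, 1.73 (0.37) for Il10 and 0.89 (0.19) for Ms4a2. The adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0657 for Lag3, 0.0456 for Tigit, 0.00600 for Il10 and 0.00629 for Ms4a2, so Tigit, Il10 and Ms4a2 were past the threshold with rIL-12. Ms4a2 fell short of it under housekeeping scaling and a 2-fold threshold. Lag3 also passed it under median scaling, with DESeq2 and without mouse 1 of the vehicle group or mouse 1 of the rIL-12 treated group. Tigit fell short of it under housekeeping scaling, quantile normalization, a model of only 2 groups and the methods' t-test, under total count scaling and the background filter, both chosen after seeing the data, and without mouse 1 or 3 of the mice without leukemia, mouse 3 of the vehicle group, or mouse 2 or 3 of the rIL-12 treated group.

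Compared directly with vehicle treated mice with leukemia, all 4 genes were lower in rIL-12 treated mice, with log2 fold changes of −0.94 (standard error 0.37) for Lag3, −0.46 (0.34) for Tigit, −0.17 (0.33) for Il10 and −0.24 (0.19) for Ms4a2. None of these differences passed the threshold, with adjusted p of 0.0954, 0.389, 0.748 and 0.402 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the values of the 2 groups overlapped for each gene (exact two-sided permutation test, p = 0.2, 0.5, 0.7 and 0.3). The decrease of Lag3 passed the threshold with housekeeping scaling (log2 fold change −1.31), without mouse 1 of the vehicle group (−1.22) and without mouse 3 of the rIL-12 treated group (−1.42), and that of Ms4a2 with housekeeping scaling (−0.67). The difference in Il10 changed sign without mouse 2 of the vehicle group (0.12) and without mouse 1 of the rIL-12 treated group (0.13).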

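rIL-12 treated mice with leukemia had 138 differentially expressed genes compared with mice without leukemia, of which 70 were higher and 68 lower, or 49.3% lower (exact Clopper-Pearson 95% interval 40.7 to 57.9%, for counting error only). Of these, 125 had groups that did not overlap in any mouse, as did 279 of all probes (35.5%). Scaling by housekeeping genes gave 130 differentially expressed genes, 20 higher and 110 lower (84.6% lower), and 88 genes were shared by both scalings. Median scaling gave 92 higher and 63 lower genes (40.6% lower), and scaling by the total count, chosen after seeing the data, 37 higher and 83 lower (69.2%). The median log2 fold change of all probes was 0.024 with TMM, −0.30 with housekeeping scaling and −0.15 with total count scaling, so that each split is relative to its own center. The number of differentially expressed genes was 66 without mouse 1 of the mice without leukemia and 72 without mouse 2 of the rIL-12 treated group, with 71.2% and 65.3% of them lower, and without mouse 2 of the mice without leukemia 60.6% were lower.

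The genes labelled in Fig. 5A were among those with the largest changes. Cd8b1 fell from 1590 ± 531 normalized counts (SD, n = 3 mice) without leukemia to 182 ± 48.8 (SD, n = 3) with rIL-12, and Ccr7 from 843 ± 310 to 107 ± 37.3. Their log2 fold changes were −3.12 (standard error 0.47) and −2.97 (0.44), and those of Itgae and Il7r were −2.66 (0.43) and −2.44 (0.38). Itgae had 25.4 ± 10.8 normalized counts with rIL-12, under the lowest count of the viral probe, so background can be part of this value. In the other direction, H2-Ab1 had a log2 fold change of 2.67 (standard error 0.36), Cxcl9 of 2.66 (0.45) and H2-Eb1 of 2.08 (0.32). Raw counts of Cxcl9 and H2-Eb1 without leukemia were 91 to 138 and 41 to 56. The counts of H2-Eb1 lay under the mean of the viral probe and those of Cxcl9 at or above it. Background can be part of these values. The adjusted p of these 7 genes was between 0.000664 and 0.00142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each stayed past the threshold with any 1 mouse left out. The filter on probes at background, chosen after seeing the data, leaves out Itgae, and the other 6 genes passed with it. In the same comparison, 9 genes of a list of T-cell markers, among them Cd3d, Cd3e and Cd3g, were all lower. Their median log2 fold change was −1.28 with TMM and −1.20 to −1.58 with the other scalings. Mean normalized counts of Cd3d were 1465 without leukemia, 800 with vehicle and 449 with rIL-12. Those of Tyrobp and Csf1r, from a list of myeloid markers, were 5955, 7526 and 7127, and 1325, 1597 and 1389. Counts of different probes do not measure shares of cells, but changes here need not lie within T-cells.

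All 11 genes that were lower in vehicle treated mice with leukemia were also among the 68 lower genes with rIL-12. They included Cd8b1 (log2 fold change −2.15 with vehicle), Ccr7 (−1.91), Cd8a (−1.68 with vehicle and −2.55 with rIL-12), Rasgrp1 (−1.59 and −2.17), Lef1 (−1.45 and −2.07) and Klf2 (−1.43 and −1.89). Cd8a had 78.5 ± 22.0 normalized counts (SD, n = 3 mice) with rIL-12, under the mean of the viral probe. Its raw counts with vehicle were 41 to 264. Background can be part of the lower values. Of the 10 genes higher with vehicle, 4 were also among the 70 higher genes with rIL-12. Both comparisons use the same 3 mice without leukemia. The log2 fold changes of the 2 comparisons correlated across probes with r = 0.59, where 100 simulations of unchanged groups against shared controls gave a mean of 0.50 and a maximum of 0.60, and 57.3% had the same sign, where the simulated groups gave 66.8%. Probes are not independent replicates. For lower genes shared by both comparisons, the same simulations gave a mean of 0.01 and a maximum of 1, against the 11 found. The simulated groups held no changed genes, so they cannot show how many lower genes 2 changed groups would share. The 6 genes named here passed in the vehicle comparison neither under housekeeping scaling nor without mouse 1 or 3 of the mice without leukemia or mouse 2 or 3 of the vehicle group, and passed in the rIL-12 comparison with any 1 mouse left out. The overlap of lower genes was 0 without mouse 1 or 3 of the mice without leukemia. It was also 0 without mouse 2 or 3 of the vehicle group. It was 26 without mouse 3 of the rIL-12 treated group, 1 with housekeeping scaling and 33 with DESeq2.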

In fact, the vast majority of differentially expressed genes in T-cells isolated from B-ALL bearing mice treated with rIL-12 were expressed at lower levels, as compared to T-cells from mice without leukemia, including some also downregulated in the vehicle treated mice with leukemia, suggesting leukemia-mediated suppression (Fig. 5A,B).

**Figure 5:**
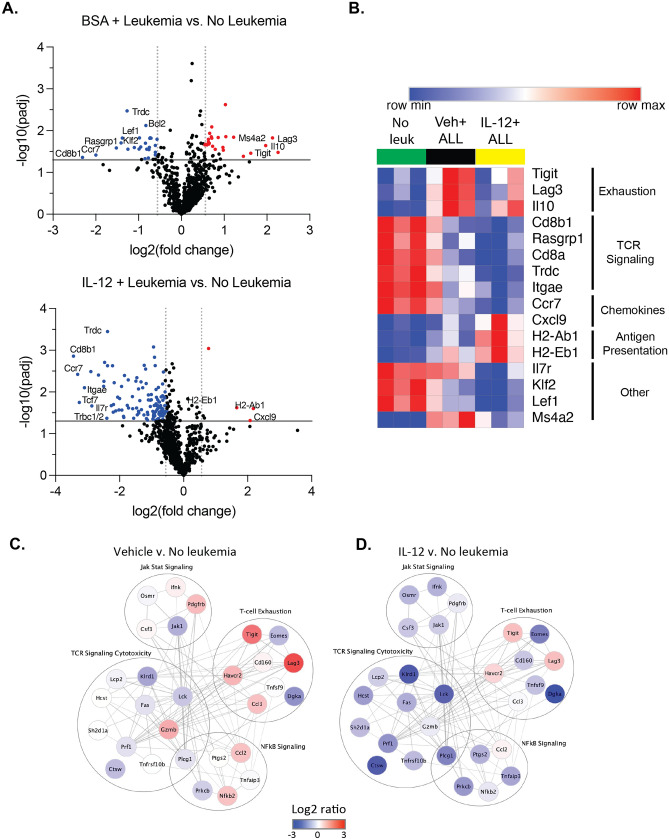
Genes associated with T-cell exhaustion are induced in B-ALL-bearing mice. Murine T-cells were isolated from the bone marrow of either untreated or rIL-12 treated WT mice at day 7 and subjected to targeted RNA sequencing using the nCounter Immune Exhaustion panel (Nanostring). (**A**) Volcano plots of gene expression changes in T-cells from vehicle treated (top) or IL-12 treated (bottom) mice compared to mice without leukemia. (**B**) Heat map demonstrating relative gene expression of indicated genes. (**C**,**D**) Protein–protein interaction networks with functional annotation from differentially expressed genes (FC >  = 1.5, *P* < 0.05).

We then examined protein–protein interaction (Ppi) networks after grouping genes under functional annotations for our RNA-seq data, to identify how protein interactions in T-cells may be regulated under the conditions tested. This also demonstrated a trend in upregulation of genes associated with immune exhaustion in T-cells from leukemia-bearing relative to naïve mice (Fig. 5C), but to a lesser extent in those treated with IL-12 (Fig. 5D).

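The network of Fig. 5C groups 8 genes under T-cell exhaustion, and all 8 were matched to probes. In vehicle treated mice with leukemia, 5 of them were higher and 3 lower than in mice without leukemia, with a median log2 fold change of 0.35. Besides Lag3 and Tigit, the higher genes were Havcr2 (log2 fold change 0.75, standard error 0.27), Ccl3 (0.62, standard error 0.24) and Cd160 (0.079, standard error 0.19), and the lower ones were Dgka (−1.30, standard error 0.29), Eomes (−0.87, standard error 0.24) and Tnfsf9 (−0.14, standard error 0.23). Of these 6 genes, Dgka alone was differentially expressed over all 785 probes, and it was not under housekeeping scaling (−1.22) or without mouse 1 or 3 of the mice without leukemia (−1.12 and −1.36) or mouse 2 or 3 of the vehicle group (−1.14 and −1.12). Eomes also passed in a model of only 2 groups (−0.87), with DESeq2 (−0.93) and with the methods' t-test at an unadjusted p (−0.88). Havcr2 and Ccl3 passed with that t-test alone among the alternatives set earlier (0.75 and 0.63). With p values adjusted over the list alone, 6 of the 8 genes passed, which is not independent evidence because the paper chose the list on these samples. The sign of Cd160 changed without mouse 2 of the mice without leukemia (−0.050) and without mouse 1 of the vehicle group (−0.026), and that of Tnfsf9 without mouse 2 of the vehicle group (0.072). Raw counts of Havcr2 and Ccl3 in mice without leukemia were 22 to 35 and 38 to 51, under the lowest count of the viral probe. Their highest counts in any of the 9 mice were 87 and 88.

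In rIL-12 treated mice, 4 of the 8 genes were higher and 4 lower than in mice without leukemia, with a median log2 fold change of −0.035, which was 0.047 with median scaling and −0.38 with housekeeping scaling. Havcr2 (0.85, standard error 0.27) was higher and Eomes (−1.12, standard error 0.24) and Dgka (−2.33, standard error 0.30) were lower past the threshold, with adjusted p of 0.0413, 0.00629 and 0.000626 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ccl3 had a log2 fold change of 0.26, which became −0.10 with housekeeping scaling. Cd160 was lower past the threshold under housekeeping scaling alone of the scalings (−0.66). Havcr2 fell short of the threshold under housekeeping scaling (0.50), quantile normalization, a model of only 2 groups, the methods' t-test, a 2-fold threshold and total count scaling, the last chosen after seeing the data. It also did without mouse 1, 2 or 3 of the mice without leukemia (0.77, 0.81 and 1.07), mouse 2 of the vehicle group (0.83) or mouse 2 of the rIL-12 treated group (0.55), and Eomes did without mouse 3 of the mice without leukemia (−0.86). Adjusted over the list alone, 5 of the 8 genes passed. Set directly against vehicle treated mice, 7 of the 8 genes were lower with rIL-12, with a median of −0.38 with TMM and −0.81 with housekeeping scaling. Havcr2 had a log2 fold change of 0.10, which became −0.33 with housekeeping scaling and −0.20 without mouse 2 of the rIL-12 treated group. Dgka was the 1 gene of the list past the threshold in that comparison (log2 fold change −1.03, adjusted p = 0.0363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It did not pass in a model of only 2 groups or with the methods' t-test, nor without mouse 1 or 3 of the mice without leukemia (−0.96 for each), mouse 1, 2 or 3 of the vehicle group (−0.64, −1.20 and −1.21) or mouse 1 or 2 of the rIL-12 treated group (−0.99 and −0.87).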

To determine if the gene expression changes of exhaustion markers were reflected in differential expression of protein at the cell surface, we performed additional flow cytometry of bone marrow from mice at 7 and 11 days after injection of leukemia cells. Staining for exhaustion markers LAG3 and TIGIT demonstrated an increase in expression on CD3^+^ T-cells in vehicle treated mice with leukemia between days 7 and 11, which is diminished by treatment with IL-12 (Fig. 6), generally consistent with the gene expression analyses. Together, these data demonstrate upregulation of several genes in T-cells, in response to leukemia, including those associated with immune exhaustion, which is abrogated by treatment with IL-12.

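A second list of exhaustion genes was taken from the score that the paper uses for human single-cell data, so it was not chosen on these mice. Mouse orthologs of 13 of its 14 genes were matched to probes. In vehicle treated mice with leukemia, 11 of the 13 genes were higher than in mice without leukemia, with a median log2 fold change of 0.49. In rIL-12 treated mice, 8 of the 13 were higher than in mice without leukemia, with a median of 0.25. In rIL-12 treated relative to vehicle treated mice with leukemia, 12 of the 13 were lower, with a median of −0.43. Tested as a set with limma's camera at a preset correlation of 0.01, the p was 7.80e-05 for the first comparison, 0.941 for the second and 0.00213 for the third, or 0.000234, 0.941 and 0.00319 after Benjamini-Hochberg adjustment over the 3 comparisons. With fry the p was 0.0216, 0.991 and 0.0157, or 0.0324, 0.991 and 0.0324 after the same adjustment. With a correlation between genes estimated from the data the p was 0.0483, 0.964 and 0.0937, or 0.140, 0.964 and 0.140 after adjustment. After adjustment no comparison passed under the estimated correlation. In the second comparison the median and mean were above 0 while camera and fry gave the direction as lower, and the median changed to −0.076 with housekeeping scaling. The medians stayed between 0.38 and 0.65, 0.059 and 0.35, and −0.64 and −0.36 with each mouse left out in turn.

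Among single genes of the list, Lag3, Tigit and Pdcd1 were differentially expressed in vehicle treated mice, where Pdcd1, named after its values were seen, had a log2 fold change of 1.58 (adjusted p = 0.0283 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without mouse 1, 2 or 3 of the mice without leukemia (1.47, 1.66 and 1.55) or mouse 2 or 3 of the vehicle group (1.37 and 1.45), and under housekeeping scaling, Pdcd1 did not pass. Its raw counts were 52 to 67 without leukemia, under the mean of the viral probe, and 100 to 256 with vehicle. Tigit and Havcr2 were higher with rIL-12 than without leukemia, and Nfatc2 and Nr4a1, named after their values were seen, were lower by log2 fold changes of −0.79 and −0.78. Nfatc2 did not pass without mouse 1 or 3 of the mice without leukemia (−0.64 and −0.72) or mouse 1 or 2 of the rIL-12 treated group (−0.71 for each), nor with a 2-fold threshold. Nr4a1 did not pass without mouse 1, 2 or 3 of the mice without leukemia (−0.88, −0.73 and −0.66), mouse 2 or 3 of the vehicle group (−0.80 and −0.78) or mouse 1 or 2 of the rIL-12 treated group (−0.71 and −0.61), nor with a 2-fold threshold or a model of only 2 groups. Pdcd1 (log2 fold change −1.13) and Nr4a1 (−1.11) were lower with rIL-12 than with vehicle, with adjusted p of 0.0400 and 0.0155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The decrease of Pdcd1 from vehicle to rIL-12 passed only without mouse 1 of the vehicle group or mouse 3 of the rIL-12 treated group among the 9 mice left out in turn, with log2 fold changes from −1.47 to −0.87. It did not pass with quantile normalization, a model of only 2 groups or the methods' t-test, with adjusted or unadjusted p. The values of Pdcd1 in the 2 groups overlapped (exact two-sided permutation test, p = 0.2). That of Nr4a1 did not pass without mouse 2 or 3 of the vehicle group (−1.03 and −1.02) or mouse 2 of the rIL-12 treated group (−0.94), nor in a model of only 2 groups or with the methods' t-test with adjusted p. Adjusted over the list alone, 6, 5 and 2 of the 13 genes passed in the 3 comparisons. Over all 785 probes, 108 genes differed between rIL-12 treated and vehicle treated mice with leukemia, 67 higher and 41 lower with rIL-12, and housekeeping scaling gave 24 higher and 215 lower. Leaving out mouse 2 of the vehicle group or mouse 2 of the rIL-12 treated group reduced the 108 to 0, where edgeR gave 167 and 109 genes at an unadjusted p under 0.05 with the same fold change and DESeq2 called 94 and 65. It was 4 without mouse 3 of the vehicle group, 62 without mouse 1 of the rIL-12 treated group, 70 without mouse 1 of the mice without leukemia and 199 without mouse 3 of the rIL-12 treated group.

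The paper reasons from the exhaustion genes that were higher in vehicle treated mice with leukemia and less so with rIL-12, together with flow cytometry of LAG3 and TIGIT that is not analysed here. It concludes that leukemia induces genes of immune exhaustion in T-cells and that treatment with IL-12 abrogates this.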

**Figure 6:**
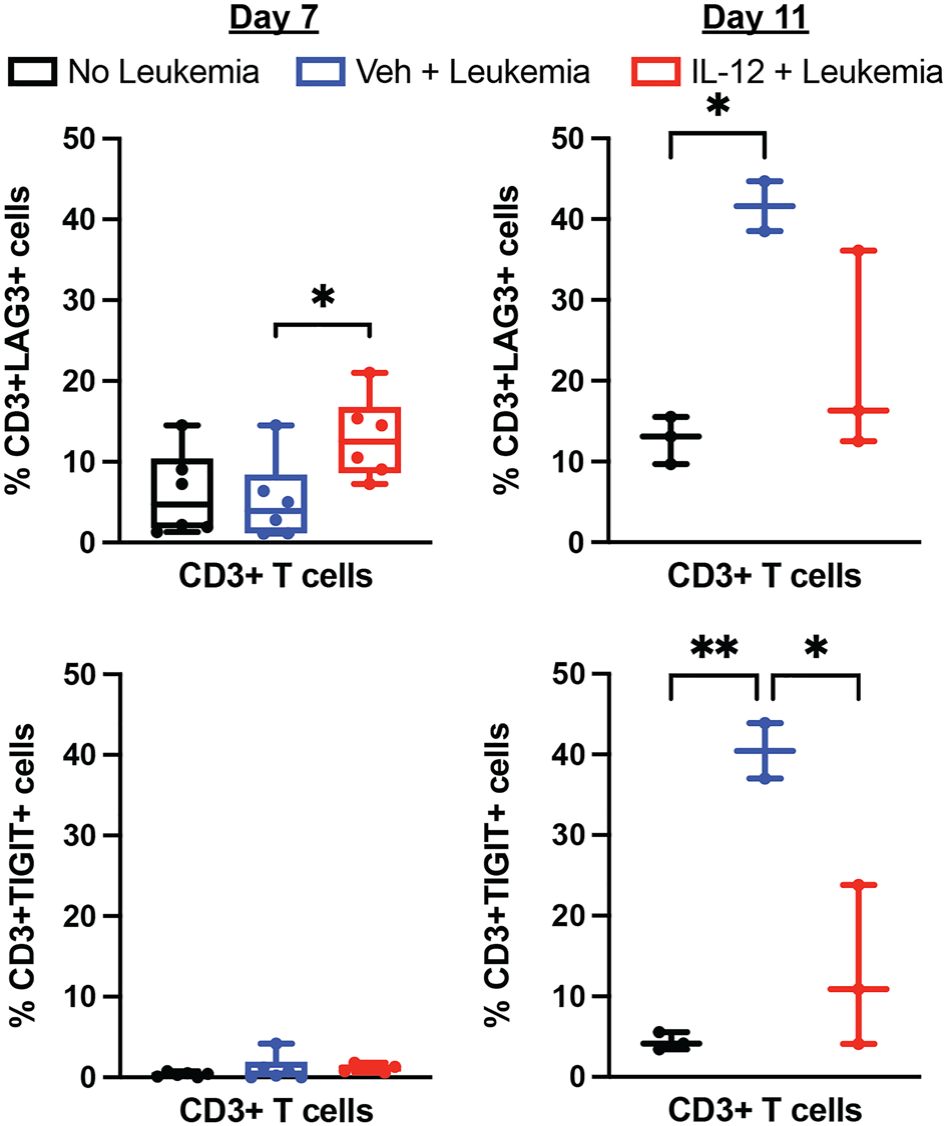
IL-12 abrogates leukemia-induced increases in cell surface expression of LAG3 and TIGIT on T-cells. Bone marrow cells were harvested from mice as in Fig. 3 on day 7 (left; *n* = 6/group) and day 11 (right; *n* = 3/group) for flow cytometry. The percentage of LAG3^+^ (top) and TIGIT^+^ (bottom) T-cells is demonstrated. (*P < 0.05, **P < 0.01; ANOVA with Tukey multiple comparisons test).

### Combining blinatumomab and IL-12 therapies overcomes B-ALL suppression of T-cells

Based on these observations, we determined if combining blinatumomab and rIL-12 treatments overcome B-ALL-mediated suppression of T-cells. Notably, we observed that B-ALL secreted factors compromised blinatumomab-mediated killing of B-ALL cells when co-cultured with CD3^+^ human T-cells (Fig. 7A, Supplemental Fig. 4). Interestingly, rIL-12 treatment overcame this suppression and resulted in a two-fold increase in the cytotoxicity of B-ALL cells when co-cultured with human T-cells and blinatumomab in leukemia cell supernatant (Fig. 7B).

**Figure 7:**
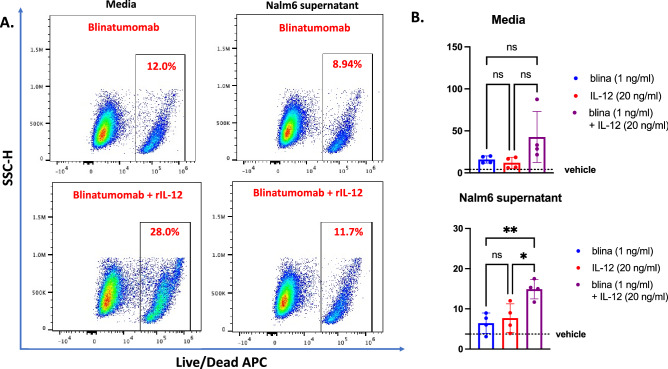
IL-12 overcomes reduced blinatumomab efficacy in the B-ALL secretome. (**A**) Representative flow cytometry plots of T-cell cytolytic activity showing leukemia cell death in different experimental conditions. (**B**) Leukemia cell death from T-cell cytolytic killing cultured in either control media (top panel) or Nalm6 supernatant (bottom panel) (*n* = 4 donors; *P < 0.05; **P < 0.01; ****P < 0.0001, ANOVA with Tukey multiple comparisons test).

In all, these data suggest that B-ALL mediated immunosuppression can be overcome with rIL-12 treatment, and this strategy may represent a novel approach to augment the efficacy blinatumomab in MRD-positive patients with B-ALL.

### Discussion

Leukemia is a leading cause of disease-related deaths in children, and immunotherapies have emerged as revolutionary treatments for patients with refractory or relapse disease. Despite best clinical efforts, immunotherapies targeting CD19-expressing malignant B-cells, notably blinatumomab and chimeric antigen receptor (CAR) T-cells, have failed to elicit long-term protection in many pediatric patients with relapsed disease^3, 4^ which highlights the need for novel strategies to optimize the efficacy of these groundbreaking treatments.

In these studies, we present data demonstrating that the presence of MRD in patients diagnosed with B-ALL is associated with an altered immune microenvironment. While a small study, to our knowledge, this is the first demonstration of altered immunity associated with MRD, the strongest predictor of relapse, which could be determined at the time of diagnosis and be used as earlier biomarkers of high-risk disease, if validated prospectively. IL-7 signaling promotes T-cell expansion and plays a key role in the development of memory T-cells^26^. In addition, IL-1β paradoxically enhances tumor progression by promoting an immune suppressive microenvironment with fewer IL-12 secreting dendritic cells^27^. While our models of B-ALL immune suppression were not designed to explore the role of individual cytokines, our in vitro and murine models of B-ALL demonstrated T-cell suppression and exhaustion directly induced by B-ALL-secreted factors and the leukemic microenvironment, respectively. Human and murine T-cells in both contexts exhibited attenuated T-cell effector responses (significantly lower CD44 surface levels and reduced IFN-γ production) and gene expression profiles and cell surface markers indicative of T-cell exhaustion (*Il10, Lag3, Tigit*)*.* T-cell exhaustion has been observed in murine models of ALL, in which B-ALL induces the expression of PD1, TIM3 and LAG3^28^, and pediatric cases of B-cell precursor acute lymphoblastic leukemia (BCP-ALL) where high numbers of TIM-3^+^ CD4^+^ T-cells is correlated with a higher risk of relapse^29^. Notably, we demonstrated that treatment with rIL-12 overcomes B-ALL-induced immunosuppression, highlighted by the establishment of an immunostimulatory leukemia microenvironment in the bone marrow, characterized by high levels of IFN-γ, IL-2, and various chemokines, higher numbers activated DC subsets in the bone marrow, and elevated numbers of highly functional CD8^+^ T-cells. Importantly, we provide data supporting the adjuvant potential of rIL-12 treatment as a novel approach to overcome B-ALL-mediated immunosuppression in the context of blinatumomab treatment, where we observed enhanced killing of malignant B-cells when co-cultured with human T-cells with the addition of rIL12. Taken together, these data demonstrate the pleiotropic immunostimulatory potential of rL-12 treatment as a mechanism to improve outcomes in settings of B-ALL.

IL-12 has shown remarkable anti-tumor efficacy in a wide range of malignancies in preclinical studies^30^. While most of these studies are in solid tumors^31–34^, we and others have demonstrated the potency of IL-12 in promoting immunologic elimination of leukemia cells, dependent upon both CD4^+^ and CD8^+^ T-cells, and to a lesser extent NK cells^15, 35^. To our knowledge, we are the first to report (1) T-cell suppression by B-ALL supernatant, and (2) the reversal of this suppression in bone marrow resident T-cells in leukemia bearing mice treated with rIL-12. Our findings support previous research on IL-12 as a co-stimulatory molecule that induces T_H_1 differentiation and increases activation and cytotoxicity of T-cells^36,37^. It also supports published animal model and clinical studies demonstrating IL-12-induced upregulation of pro-inflammatory mediators including IFN-γ from T-cells and the upregulation of MHC I and II surface expression on antigen presenting cells (APCs)^38–40^.

We also identified enhanced efficacy of blinatumomab with IL-12 treatment in T-cells exposed to B-ALL supernatant compared to blinatumomab treatment alone. Our results demonstrate the potential for IL-12 to be used as a therapeutic in B-ALL patients. However, despite demonstrating potential anti-tumor activity in preclinical studies, systemic administration of IL-12 was associated with limited benefit and severe adverse effects in clinical trials^41–43^. It should also be noted that our in vivo model has limitations, including the absence of immune suppression induced by chemotherapeutics, which may temper the effect of IL-12, as well as blinatumomab. Nonetheless, our results suggest that the targeted delivery of IL-12 and blinatumomab may be an effective strategy to overcome T-cell exhaustion associated with MRD (Fig. 1). In further support of this concept, we previously demonstrated that bi-specific T-cell engaging (αCD19:αCD3) nanoparticles formulated to also deliver IL-12 to the immune synapse (termed BiTEokines) provided superior killing of human B-ALL cells when co-cultured with human T-cells relative to single-agent treatment with blinatumomab or rIL-12^44^. In collaborative studies, we are currently in the process of testing the efficacy of BiTEokines in murine models of B-ALL.

In conclusion, our work demonstrates the potent immuno-rejuvenating potential of rIL-12 treatment in the context of B-ALL and demonstrates its potential as an adjuvant to improve the efficacy of blinatumomab treatment in patients with relapsed or refractory disease.

## Supplementary Information

Supplementary Information.

# Supplementary material for: B-cell acute lymphoblastic leukemia promotes an immune suppressive microenvironment that can be overcome by IL-12
**Source:** Sci Rep. 2022 Jul 13;12:11870. doi: 10.1038/s41598-022-16152-z

# **B-cell acute lymphoblastic leukemia promotes an immune suppressive microenvironment that can be overcome by IL-12**

Rae Hunter, Kathleen Imbach, Chengjing Zhou, Jodi Dougan, Jamie A.G. Hamilton, Kevin Z. Chen, Priscilla Do, Ashley Townsel, Greg Gibson, Erik C. Dreaden, Edmund K. Waller, Karmella Haynes, Curtis J. Henry, Christopher C. Porter

## **Supplemental Figures**

**Supplemental Figure 1. A.** Representative dot-plots of flow cytometry for CD8<sup>+</sup> and CD4<sup>+</sup> T-cells. **B.** Representative dot-plots of flow cytometry for CD11b<sup>+</sup>CD11c<sup>+</sup> (conventional), CD11c<sup>+</sup>B220<sup>+</sup> (plasmacytoid) dendritic cells (DC), MHC-II<sup>+</sup> cells in both DC populations, and activation markers, CD80 and CD86 expression in the BM (blue histogram – unstained control; red histogram – Ab stained).

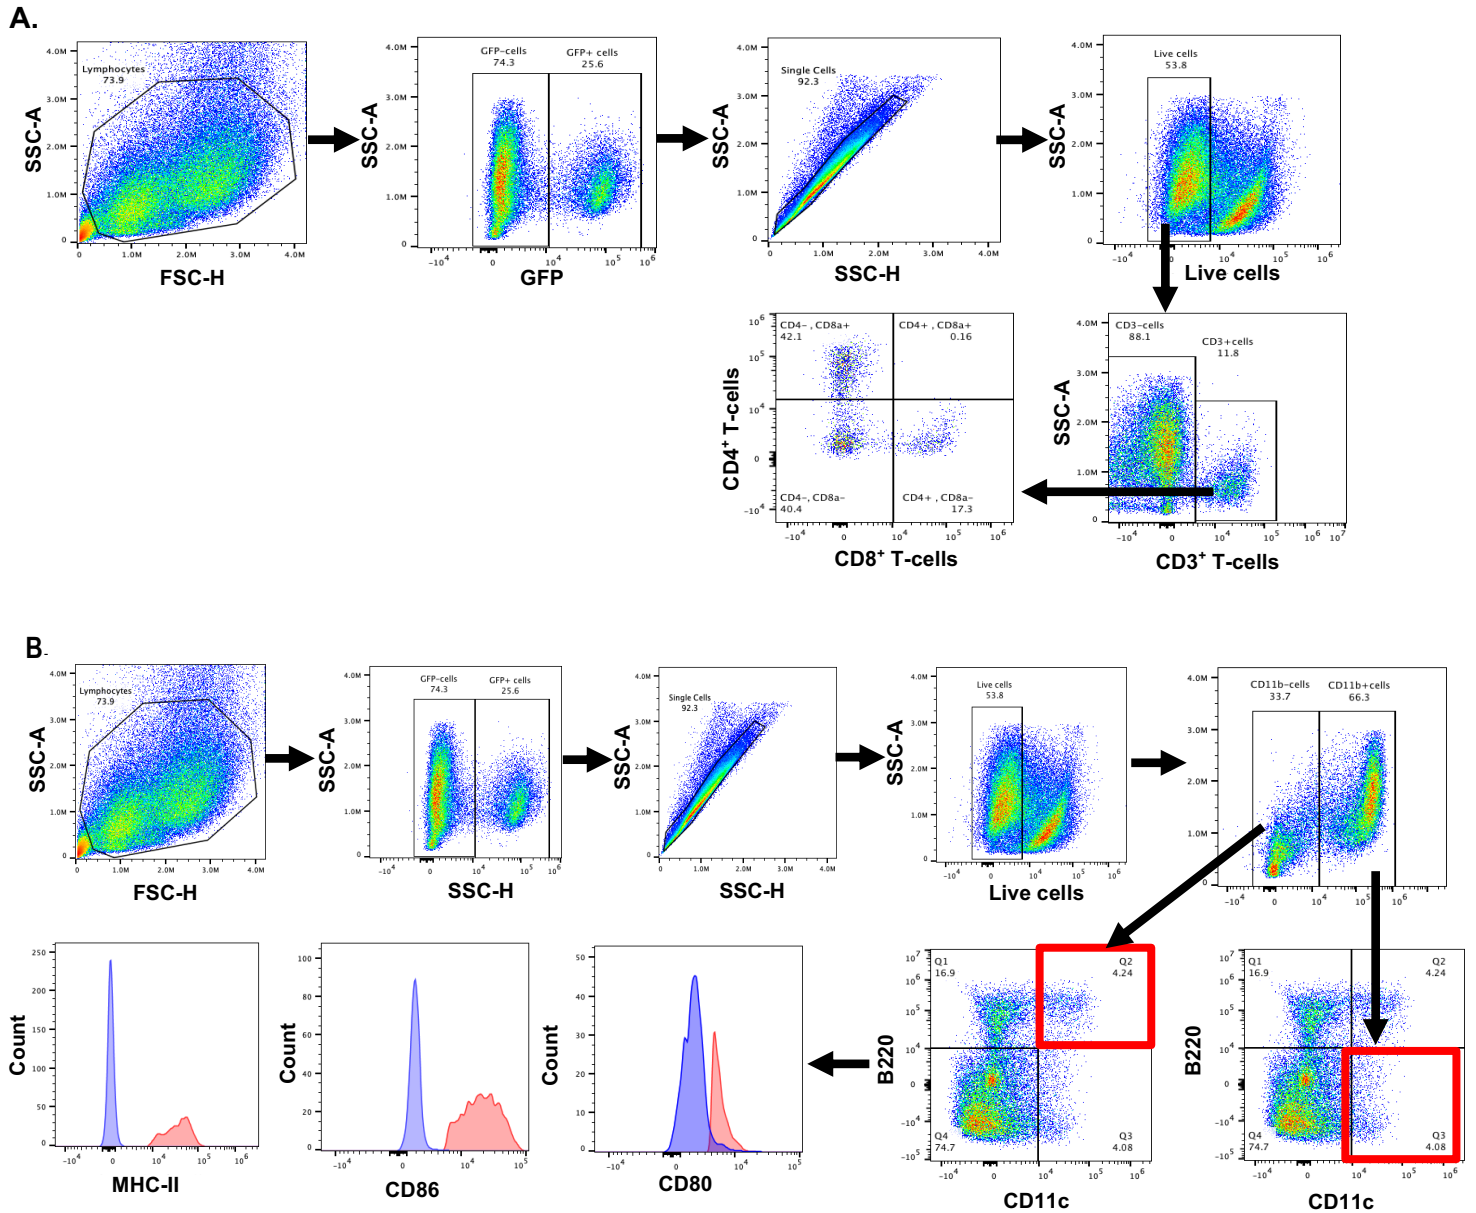

**Supplemental Figure 2.** Representative MFI quantification of CD44 and CD107a expression of three human donor T cells in either media or normal B-cell supernatant.

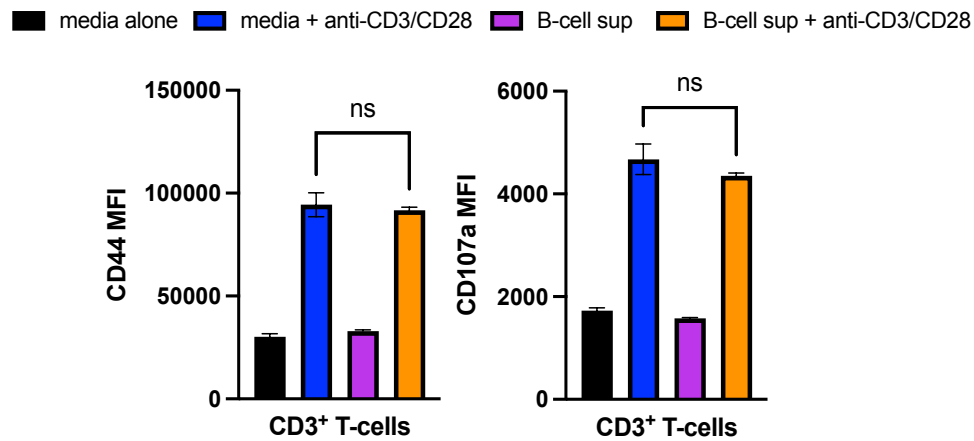

**Supplemental Figure 3.** Luciferase signal over time in WT recipients of B-ALL either untreated or treated with rIL-12 (n=6/group from 2 independent experiments).

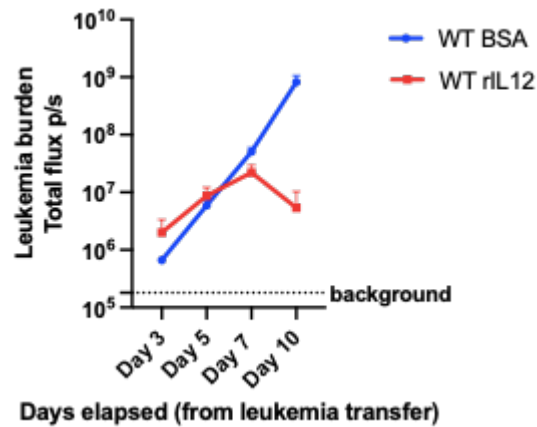

**Supplemental Figure 4.** Representative dot-plots of flow cytometry for leukemia cell lysis.

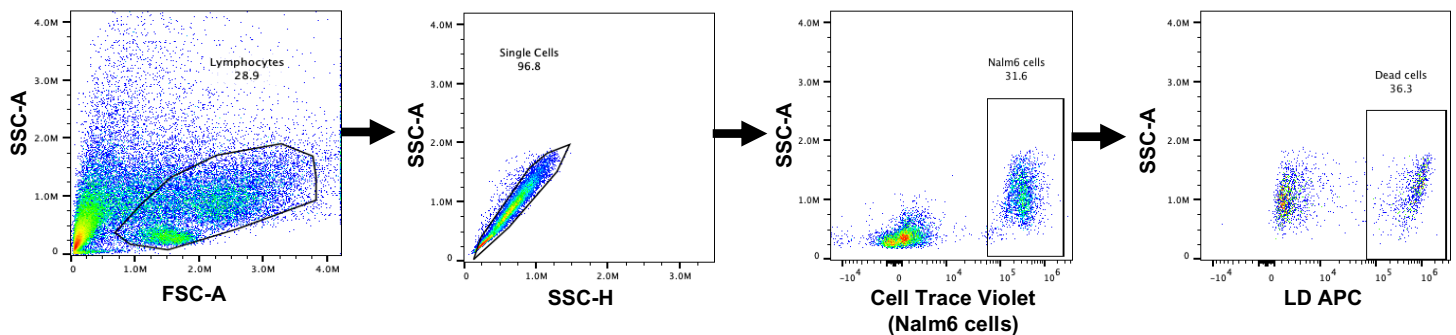

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

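T-cells were isolated with a pan-T-cell kit from the bone marrow of 9 mice at day 7: 3 without leukemia, 3 with leukemia given vehicle and 3 with leukemia given rIL-12. RNA was counted with the nCounter Mouse Immune Exhaustion panel. The authors deposited whole-number barcode counts per probe and mouse for 785 probes, before normalization. The normalization with nSolver that the methods describe is not in these values, and the paper's text does not name its settings or housekeeping genes. Positive and negative control probes of the assay are not in the table. All columns were used.

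Total counts were between 257613 and 711748 per mouse, with medians of 478670 without leukemia, 486628 with vehicle and 625318 with rIL-12. Probes were matched to gene symbols through the transcript names of a RefSeq table, for 751 probes, and the other 34 were tested without a symbol.

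Counts were scaled with TMM and fitted with the quasi-likelihood model of edgeR 4.0.16 in R 4.3.3, with 3 groups, no replicate block and a prior count of 1 for fold changes. Differentially expressed genes had a Benjamini-Hochberg adjusted p under 0.05 over all probes and at least a 1.5-fold change. The comparisons were vehicle treated mice with leukemia against mice without leukemia, rIL-12 treated mice with leukemia against mice without leukemia, and rIL-12 treated against vehicle treated mice with leukemia. Single genes were also compared with exact two-sided permutation tests, for which 3 mice against 3 give no p under 0.1. Gene lists were tested with camera at a preset correlation of 0.01, camera with an estimated correlation, and fry, in limma 3.58.1. The test of each group comparison was checked on simulated data with 200 changed genes. Of these, 98.5%, 99% and 97.5% were recovered, with 5, 8 and 2 unchanged genes called. All simulated changes were at least 2-fold, so these shares do not hold for smaller changes near the 1.5-fold threshold.

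The comparisons, the threshold, the lists of cell type markers and the rule for the genes named were set before the data were examined. The rule named each gene that the paper names or labels for this assay and, for each comparison, up to 3 differentially expressed genes with the largest change in each direction among those whose groups do not overlap. Genes outside this rule are given as chosen after their values were seen. Lists covered T-cells, CD8 and CD4 T-cells, B-cells or B-ALL, myeloid cells, NK cells, mast cells or basophils, the interferon gamma response, housekeeping genes, and the exhaustion genes of the paper.

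Alternatives were a replicate block, median scaling, scaling by 11 housekeeping genes, quantile normalization, DESeq2 size factors, a filter on a mean count of 20, prior counts of 0.1 and 10, a model of only the 2 groups compared, robust variance, the methods' t-test with adjusted and unadjusted p, no fold threshold, a 2-fold threshold, DESeq2 1.42.0, and leaving out each mouse in turn. Total count scaling, a filter on probes at or below the viral probe, and housekeeping scaling together with the methods' t-test were chosen after seeing the data. The flow cytometry, cytokine and human data of the paper were not analysed here.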

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

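The tests of B-cells or myeloid cells and of the interferon gamma response were chosen only after the result was seen. The tests of the scaling between mice were chosen earlier, apart from total count scaling, which was chosen after seeing the data. The genes below were among those with the largest changes and are not discussed in the paper.

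Gbp2 had 139 ± 19.0 normalized counts without leukemia and 3169 ± 2775 with rIL-12, a log2 fold change of 4.50 (standard error 0.73). H2-Aa had 272 ± 6.86 and 1747 ± 1217, a log2 fold change of 2.68 (standard error 0.41). The adjusted p was 0.00102 and 0.000798 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each mouse left out in turn both genes passed. Their log2 fold changes then ranged from 3.64 to 5.01 for Gbp2 and from 2.02 to 3.09 for H2-Aa. H2-Aa was also higher with rIL-12 than with vehicle, by a log2 fold change of 2.03 (standard error 0.40, adjusted p = 0.0137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass without mouse 2 or 3 of the vehicle group (2.09 and 2.04) or mouse 2 of the rIL-12 treated group (1.37). Scaling as the cause of the differences from mice without leukemia is argued against by 5 other scalings, under which both genes passed, with lowest values of 4.16 for Gbp2 and 2.28 for H2-Aa. More B-cells or myeloid cells cannot be told apart from other causes for H2-Aa, since the genes of both lists had a median log2 fold change of 0.20 but went both ways, from −0.43 to 1.11. The values are consistent with a response to interferon gamma, since the rest of that list had a median log2 fold change of 1.14. Of these 9 genes, 8 were higher. Tested as a set in limma's model of all probes, the p was 3.42e-06 from camera and 0.00836 from fry. With an estimated correlation the p was 0.0602, so this did not hold there. The same 9 genes had a median of 0.53 in vehicle treated mice. This remains a hypothesis found on the same data, and which cells of the sample responded was not tested.

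St3gal6 had 91.3 ± 15.1 normalized counts with vehicle and 409 ± 285 with rIL-12, a log2 fold change of 2.14 (standard error 0.44, adjusted p = 0.0137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rIL-12 treated mice spanned 128 to 698, and mice without leukemia had 130 ± 14.2. Raw counts with vehicle were 45 to 111, in or under the range of the viral probe, so background can be part of the lower value. It did not pass without mouse 2 or 3 of the vehicle group (2.18 and 2.03) or mouse 2 of the rIL-12 treated group (1.52). Scaling as the cause is argued against by 5 other scalings, under which it passed with a lowest value of 1.66. An effect of rIL-12 and a change in the cells isolated were not tested for this gene and stay open.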

How the results depend on the processing

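Total count scaling, the background filter and housekeeping scaling together with the methods' t-test were chosen only after the result was seen. Of 57 single-gene results, 52 kept their direction under all alternatives run, and 18 of the 42 that passed the threshold did so under each of the alternatives set earlier that leave out no mouse, apart from the methods' t-test with adjusted p. The cause was not tested for any change below.

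The number of differentially expressed genes was 21 with vehicle against no leukemia, 138 with rIL-12 against no leukemia and 108 with rIL-12 against vehicle, and ranged over the alternatives set earlier from 0 to 63, 0 to 155 and 0 to 239. It stayed within 1.5 times in 10, 13 and 11 of 15. Median scaling gave 40.6% lower genes with rIL-12 against no leukemia and an overlap of 19 genes lower in both leukemia groups. Housekeeping scaling gave 3 and 239 genes for vehicle against no leukemia and rIL-12 against vehicle, 84.6% lower, an overlap of 1, and reversed the exhaustion score genes (−0.076) and Ccl3 (−0.10) in rIL-12 against no leukemia and Havcr2 (−0.33) in rIL-12 against vehicle. It moved the median of all probes to 0.13, −0.30 and −0.50 in the 3 comparisons. The model of only 2 groups gave 63 and 27 genes for vehicle against no leukemia and rIL-12 against vehicle, and an overlap of 31. The methods' t-test with adjusted p gave 0, 0 and 0 genes and an overlap of 0, so no percentage. At an unadjusted p it gave 56, 109 and 75 genes, 63.3% lower and an overlap of 27. The 2-fold threshold gave 72 genes with rIL-12 against no leukemia, 61.1% lower, and 49 against vehicle. DESeq2 gave 52, 151 and 149 genes and an overlap of 33.

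Of those chosen later, total count scaling gave 69.2% lower genes and reversed Havcr2 in rIL-12 against vehicle (−0.088), and the background filter reversed the exhaustion score genes in rIL-12 against no leukemia (−0.19). Housekeeping scaling with the methods' t-test gave 0, 0 and 0 genes and an overlap of 0 with adjusted p. At an unadjusted p it gave 62, 147 and 175 genes, 93.9% lower and an overlap of 26. With either p the exhaustion score genes were reversed in rIL-12 against no leukemia (−0.14) and at −0.85 in rIL-12 against vehicle with a camera p above the threshold, and Ccl3 (−0.10) and Havcr2 (−0.35) were reversed.

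With each mouse left out in turn, the number of genes ranged from 0 to 42, 66 to 194 and 0 to 199 in the 3 comparisons, the percentage lower from 43.8 to 71.2 and the overlap from 0 to 26. The counts of 0 are from edgeR, where unadjusted p gave 61 to 75 genes in vehicle against no leukemia and 109 to 167 in rIL-12 against vehicle, and DESeq2 18 to 20 and 65 to 94. For vehicle against no leukemia the mice that moved the count by more than 1.5 times were 1 and 3 of the mice without leukemia and 3 of the vehicle group (0 each), 2 (2) and 1 (34) of the vehicle group and 3 of the rIL-12 treated group (42). Single genes whose sign changed were Il10 in rIL-12 against vehicle (−0.45 to 0.13), Cd160 (−0.050 to 0.20) and Tnfsf9 (−0.36 to 0.072) in vehicle against no leukemia, and Havcr2 in rIL-12 against vehicle (−0.20 to 0.26).

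Mice of the same replicate number correlated above 0.1 in all 3 pairs of mice without leukemia and vehicle treated mice (0.11 to 0.26), in 2 of 3 pairs of the leukemia groups and in 0 of 3 of mice without leukemia and rIL-12 treated mice, so the numbers do not pair all groups. A pairing of mice without leukemia with vehicle treated mice stays open. A replicate block gave 20, 125 and 98 genes, of which 19, 121 and 88 were shared with the model without it, and changed no call among the 57 single-gene results. Depth limits the genes near background: 252 of the probes had a mean at or below the viral probe, which may itself lie above the general background.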

Differences from the paper's values

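Housekeeping scaling with the methods' t-test and total count scaling were chosen only after the result was seen.

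The paper marks about 24 genes as higher in vehicle treated mice with leukemia in Fig. 5A, read by eye, where 10 were higher here. Of the alternatives set before the data were examined, the model of only 2 groups (25) and the methods' t-test at an unadjusted p (25) gave a number within 1.5 times, and the others did not, with 0 to 15. Housekeeping scaling with the methods' t-test at an unadjusted p gave 33, was chosen after seeing the values, and drops 0 of the 10 genes labelled there that were found.

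For rIL-12 treated mice the paper marks about 4 genes as higher in Fig. 5A, read by eye, where 70 were higher here. None of the alternatives set before the data were examined came within 1.5 times. The methods' t-test with adjusted p gave 0 and the others 19 to 109. Housekeeping scaling with the methods' t-test at an unadjusted p gave 9, which is not within 1.5 times.

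The paper states that most by far of the differentially expressed genes with rIL-12 were lower than in mice without leukemia. Here 68 of 138 were lower, or 49.3%. The share was 84.6% with housekeeping scaling, and 69.2% with total count scaling and 93.9% with housekeeping scaling and the methods' t-test at an unadjusted p, both chosen after seeing the values, which drop 0 of the 7 labelled genes found.

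Bcl2 is labelled among the lower genes of vehicle treated mice in Fig. 5A. Its log2 fold change here was −0.90 with an adjusted p of 0.0913 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, where the alternatives, leaving out each mouse included, ranged from 0.00429 to 0.332. It passed with median scaling, the model of only 2 groups, DESeq2, the methods' t-test at an unadjusted p, without mouse 2 or mouse 3 of the rIL-12 treated group (−0.90 for both), and with housekeeping scaling and the methods' t-test at an unadjusted p, chosen after seeing the values.

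The methods give an adjusted p for the volcano plots. The methods' t-test with adjusted p gave 0 differentially expressed genes in each comparison on these counts, where the same test at an unadjusted p gave 56 for vehicle and 109 for rIL-12 against no leukemia, edgeR 21 and 138, and DESeq2 52 and 151. The 10 log2 fold changes read by eye from Fig. 5A differed from those here by less than the spread between mice. Of these 10, 6 were closer to the figure under housekeeping scaling than under TMM. The figure shows the same mice, so that spread cannot settle which scaling the paper used. With the methods' t-test, each of the 10 lay closer to the figure under housekeeping scaling than under TMM. With rIL-12, Cxcl9 was 2.07 under housekeeping scaling and 2.40 under TMM, where the figure shows about 2.1. H2-Ab1 was 2.18 and 2.51 (figure 2.2), and Ccr7 −3.29 and −2.96 (figure −3.3). This argues for scaling by housekeeping genes in the paper, whose choice of genes stays unknown.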

Other observations

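The tests of depth, background, cell composition, mast cell, regulatory T-cell and housekeeping genes were chosen only after the result was seen, and those on other splits of the mice earlier.

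Other splits of the 6 mice of a comparison gave as many differentially expressed genes in 1 of 10 splits, the real one, for each of the 3 comparisons. For the exhaustion score genes, camera gave a p as small in 1 of 10 splits for vehicle against no leukemia, 10 of 10 for rIL-12 against no leukemia and 3 of 10 for rIL-12 against vehicle. With 10 splits the share is never under 0.1, so chance cannot be excluded for these. For the 11 genes lower in both leukemia groups, 2 of 100 splits of the 9 mice gave as many, the real one included, with 30 in the other. This argues against a random division of the mice. It cannot show whether 2 changed groups share more lower genes than expected against the same 3 mice without leukemia.

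Mouse 3 of the vehicle group had the lowest total count. Its depth as the cause of the increase of Lag3, Tigit, Il10 and Ms4a2 is argued against by their median log2 fold change, which was 1.74 with and 1.73 without that mouse. In that mouse, 254 probes of low count lay 0.59 above the other vehicle treated mice on the log2 scale and the other 531 probes −0.15, while the highest shift of low probes in another mouse was 0.083. This is consistent with background counts that do not fall with the total count.

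In rIL-12 treated mice, 8 of the 9 T-cell genes found of 15 listed were differentially expressed and lower (camera p = 5.8e-09, fry p = 0.00356, estimated correlation p = 0.0533), and in vehicle treated mice their median log2 fold change was −0.58. Whether a lower share of T-cells was the whole cause cannot be told here. The myeloid genes spanned 1.53 on the log2 scale, from −0.43 to 1.11, and 1.04 for the 5 above the viral probe. Unequal changes cannot exclude it, since other cells may replace T-cells and myeloid genes may respond unequally. For Cd8a and Cd8b1, a lower share of T-cells as the whole cause is argued against by their log2 ratio to Cd3d, Cd3e and Cd3g. It changed by −1.30 with rIL-12, from −0.23 ± 0.035 to −1.53 ± 0.44. In vehicle treated mice it was −1.52 ± 0.84. The ratio of Cd4 to the CD3 genes changed by 1.68 with vehicle and 1.47 with rIL-12. By flow cytometry the paper reports higher proportions of CD4+ and lower proportions of CD8+ cells with leukemia, the direction of both ratios here. It reports the CD8+ to CD4+ ratio as restored with rIL-12, where the CD8 ratio here was alike in both leukemia groups. A change in the kinds of T-cells isolated may therefore contribute. RNA ratios cannot separate it from a change of expression within cells.

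Ms4a2 may come from mast cells or basophils in the samples, which cannot be told apart here. The other genes of that list (7 of 13 found) had a median log2 fold change of 0.18 with vehicle, with 5 of these 6 higher, among them Cpa3 at 0.94 and Hdc at 0.44, and Il4 lower at −0.092. For the list with Ms4a2 the camera p was 0.00107, the fry p 0.00119 and the estimated correlation p 0.0157. Without Ms4a2 the p was 0.0307, 0.00668 and 0.0684, and without Cpa3 as well it was 0.400, 0.157 and 0.424, so the set rested on these genes. Of the 6, 3 had a mean count at or below the viral probe. A larger share of regulatory T-cells as the cause is argued against by Foxp3, with a log2 fold change of −0.084 with vehicle and −1.45 with rIL-12.

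The 11 housekeeping genes found had a median log2 fold change of 0.39 in rIL-12 treated mice against no leukemia, with 10 of 11 higher, at percentile 89.2 of 10000 lists of matched genes, and 0.50 against vehicle, at percentile 96.3. Whether they rose or the other genes fell cannot be told apart, since the counts are relative. Over all scalings the median against no leukemia stayed above 0, from 0.044 with housekeeping scaling, which is set by these same genes, to 0.47 with median scaling.

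Other marker lists gave, for vehicle against no leukemia, rIL-12 against no leukemia and rIL-12 against vehicle, median log2 fold changes of 0.063, 0.11 and −0.087 for B-cells (6 of 13 genes found), 0.26, 0.20 and −0.079 for myeloid cells (7 of 14), 0.056, 0.16 and −0.087 for NK cells (3 of 5), 0.22, 0.17 and −0.24 for mast cells or basophils, 0.57, 1.88 and 1.18 for the interferon gamma response (11 of 16), −1.91, −2.84 and −0.92 for CD8 T-cells (2 of 2) and 0.83, −0.015 and −0.85 for Cd4. With housekeeping scaling the medians for rIL-12 against no leukemia became −0.22 for B-cells, −0.14 for myeloid cells, −0.14 for NK cells and −0.12 for mast cells or basophils. Within the NK list, Klrk1 rose (1.43) and Klrd1 fell (−1.83) with rIL-12, both differentially expressed and named after their values were seen. All 29 genes labelled in Fig. 5C were found, of which 11 were higher and 18 lower with vehicle, and 8 higher and 21 lower with rIL-12, against no leukemia.

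Further genes with large differences between rIL-12 and vehicle were Cxcl9 (2.03), Il7r (−1.70) and Foxp3 (−1.36), with adjusted p of 0.0151, 0.0151 and 0.0213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the 3 passed without mouse 2 of the vehicle group (2.34, −1.69 and −1.53), mouse 3 of the vehicle group (1.92, −1.91 and −1.01) or mouse 2 of the rIL-12 treated group (1.16, −1.43 and −1.18), and Foxp3 did not without mouse 1 of the rIL-12 treated group (−1.12).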
